# Morphological and genomic shifts in mole-rat ‘queens’ increase fecundity but reduce skeletal integrity

**DOI:** 10.7554/eLife.65760

**Published:** 2021-04-12

**Authors:** Rachel A Johnston, Philippe Vullioud, Jack Thorley, Henry Kirveslahti, Leyao Shen, Sayan Mukherjee, Courtney M Karner, Tim Clutton-Brock, Jenny Tung

**Keywords:** cooperative breeding, eusociality, gene regulation, skeletal bone, phenotypic plasticity, mole-rat, Other

## Abstract

In some mammals and many social insects, highly cooperative societies are characterized by reproductive division of labor, in which breeders and nonbreeders become behaviorally and morphologically distinct. While differences in behavior and growth between breeders and nonbreeders have been extensively described, little is known of their molecular underpinnings. Here, we investigate the consequences of breeding for skeletal morphology and gene regulation in highly cooperative Damaraland mole-rats. By experimentally assigning breeding ‘queen’ status versus nonbreeder status to age-matched littermates, we confirm that queens experience vertebral growth that likely confers advantages to fecundity. However, they also upregulate bone resorption pathways and show reductions in femoral mass, which predicts increased vulnerability to fracture. Together, our results show that, as in eusocial insects, reproductive division of labor in mole-rats leads to gene regulatory rewiring and extensive morphological plasticity. However, in mole-rats, concentrated reproduction is also accompanied by costs to bone strength.

## eLife digest

Some social animals are highly cooperative creatures that live in tight-knit colonies. Bees and ants are perhaps the most well-known examples of social insects, while Damaraland mole-rats and naked mole-rats, two rodent species found in southern and eastern Africa, are among the most cooperative mammal species. In these colony-forming animals, only one or a few females reproduce and these fertile females are frequently referred to as “queens”.

When an animal becomes a queen, her body shape can change dramatically to support the demands of high fertility and frequent reproduction. The molecular basis of such changes has been well-described in social insects. However, they are poorly understood in mammals.

To address this knowledge gap, Johnston et al. studied how transitioning to queen status affects bone growth and structural integrity in Damaraland mole-rats, as well as body shape and size. The experiments compared non-breeding female mole-rats with other adult females recently paired with a male to become the sole breeder of a new colony. Johnston et al. also used bone-derived cells grown in the laboratory to assess underlying gene regulatory changes in new queen mole-rats.

Johnston et al. showed that transitioning to the role of queen leads to a cascade of skeletal changes accompanied by shifts in the regulation of genetic pathways linked to bone growth. Queen mole-rats show accelerated growth in the spinal column of their lower back. These bones are called lumbar vertebrae and this likely allows them to have larger litters. However, queen mole-rats also lose bone growth potential in their leg bones and develop thinner thigh bones, which may increase the risk of bone fracture. Therefore, unlike highly social insects, mole-rats do not seem to have escaped the physical costs of intensive reproduction.

This work adds to our understanding of the genes and physical traits that have evolved to support cooperative behaviour in social animals, including differences between insects and mammals. It also shows, with a striking example, how an animal’s genome responds to social cues to produce a diverse range of traits that reflect their designated social role.

## Introduction

A hallmark of highly cooperative societies is reproductive division of labor. This phenomenon is best understood in eusocial insects, where environmental cues lead to reproductively and morphologically specialized castes, including one or few highly fecund ‘queens’ (Wilson, 1971). These changes help support the reproductive role of queens by differentiating them from nonbreeding colony members, who forage, care for young, and engage in colony defense (Wilson, 1971; Keller and Genoud, 1997). Queens are frequently much larger than their sterile colony mates (e.g., twice as large in honey bees and Pharaoh ants; Berndt and Eichler, 1987; Page and Peng, 2001), reflecting dramatically altered growth and development programs that are explained by changes in gene regulation (Smith et al., 2008). Social insects thus exemplify the tight evolutionary links between reproductive division of labor, cooperative behavior, and extreme morphological plasticity.

Systems in which breeding is restricted to a single female supported by multiple nonbreeding helpers are also observed in vertebrates, including birds and mammals (Koenig and Dickinson, 2016). Here, breeding status is not determined during early development, but instead occurs in adulthood, and breeding is only achieved by those individuals who have the opportunity to transition into a reproductive role. In some species, new breeders undergo a period of accelerated growth, which may be important either for maintaining dominance or for supporting high fecundity (Clutton-Brock et al., 2006; Huchard et al., 2016; O'Riain et al., 2000; Russell et al., 2004; Thorley et al., 2018; Young and Bennett, 2010). While substantial gene regulatory divergence with breeding status has been described for the brain and some peripheral organs (Bens et al., 2018; Mulugeta et al., 2017; Sahm et al., 2020), we know little about the gene regulatory shifts responsible for breeder-associated patterns in growth. Because morphological change is often crucial for ramping up offspring production, these processes are key to understanding both the basis for, and limits of, status-driven differences in growth and development.

Here, we investigate the morphological and molecular consequences of experimental transitions to breeding status in female Damaraland mole-rats (*Fukomys damarensis*). Like naked mole-rats (*Heterocephalus glaber*), Damaraland mole-rats are frequently classified as ‘eusocial’ (Bennett and Faulkes, 2000; Jarvis, 1981; Jarvis and Bennett, 1993), and female helpers who transition to queens experience accelerated vertebral growth associated with increases in fecundity (O'Riain et al., 2000; Thorley et al., 2018). However, it is not clear what triggers skeletal remodeling, where it is localized within the vertebral column, or whether it extends to other parts of the skeleton. Further, the gene regulatory changes that support skeletal remodeling in mole-rat queens are not known, nor are their consequences for skeletal growth potential and integrity. To address these questions, we experimentally assigned age-matched, female littermates to become queens or remain as nonbreeders and evaluated gene regulatory and morphological changes induced by the transition to queen status. Our results indicate that, as in eusocial insects, females that acquire breeding status experience substantial morphological remodeling, associated with pathway-specific changes in gene regulation. Notably, we found that queens not only experience lengthening of their lumbar vertebrae (LV), but also show reductions in the growth potential and structural integrity of their long bones. These changes result from increased rates of bone resorption that may increase the risk of fracture, indicating that the presence of helpers does not annul the costs of reproduction to queens.

## Results

### Adaptive plasticity in the skeleton of Damaraland mole-rat queens

Adult female Damaraland mole-rats were randomly assigned to either transition to queen status (n = 12) or remain as nonbreeders (n = 18) for the duration of the experiment (Figure 1A–C; Supplementary file 1). Age at assignment (mean age = 19.4 ± 4.4 s.d. months) was consistent with the age at dispersal observed in wild Damaraland mole-rats (1–3 years, Thorley and Clutton-Brock, unpublished data). To resolve whether skeletal changes are a function of the queen transition per se versus release from reproductive suppression in the natal colony, nonbreeders were either kept in their natal colonies as helpers or placed into solitary housing in the absence of a breeding queen, recapitulating extended periods of dispersal in this species (Jarvis and Bennett, 1993) (n = 10 helpers and n = 8 solitaires). At the time of assignment, females assigned to the queen, helper, and solitaire treatments were statistically indistinguishable in body mass, age, and vertebral length (as measured by LV5; unpaired t-tests between all pairwise combinations of treatments: p>0.05; Figure 1—figure supplement 1). When possible, we assigned age-matched littermates to queen versus nonbreeding treatments (26 of 30 experimental animals were in sets of littermate sisters; Supplementary file 1). Six nonexperimental animals (one queen and five nonbreeders) were also included in the sample, resulting in a total sample size of 13 breeders and 23 nonbreeders (Supplementary file 1).

**Figure 1.**
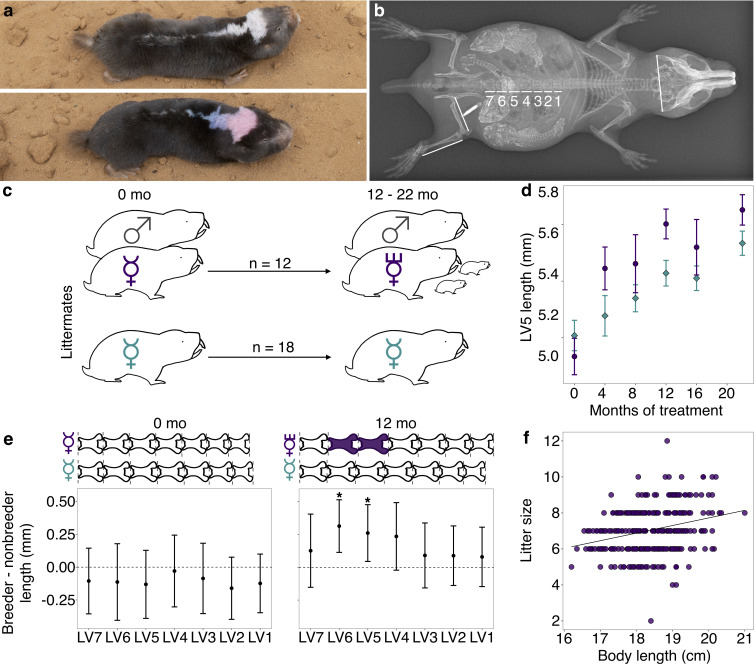
Transition to queen status leads to lumbar vertebral (LV) lengthening. (**a**) A breeding ‘queen’ (top) and nonbreeding female (bottom) Damaraland mole-rat, shown at the same scale. Animals are dye marked to allow for individual identification. Photo credit James Bird. (**b**) An x-ray of a female breeder, with lines depicting the x-ray measurements taken (LV1–LV7, right femur, right tibia, and zygomatic arch). Three developing offspring are visible within the abdomen (highlighted by increased brightness and contrast), and span the length of the LV. (**c**) Experimental design: nonbreeding adult female (

) littermates were randomly assigned to transition to queen status (purple 

) by being paired with an unrelated male (

), or to remain in a nonbreeding treatment (cyan). Duration of treatment ranged from 12 to 22 months. (**d**) Queens (purple dots) show more rapid growth in LV5 in the first four months of the experiment, relative to nonbreeders (cyan diamonds; treatment by time point interaction: β = 0.078, n = 49, p=3.47×10^−3^). Dots show means ± standard errors (bars). (**e**) At the start of the experiment (0 months, left panel), the LV of breeders do not differ from those of nonbreeders (unpaired t-tests, all p>0.05). However, at 12 months (right panel), queens have longer LV relative to nonbreeders (unpaired t-tests, * indicates p<0.05). Dots show means ± standard errors (bars). Lengths of LV above the plots are scaled to indicate the mean lengths of queens (top) and nonbreeders (bottom) at each time point; vertebrae highlighted in purple are significantly longer in queens relative to nonbreeders. (**f**) Litter size is positively correlated with maternal body length in the Damaraland mole-rat colony (β = 0.353, n = 328 litters, p=1.35×10^−3^).

**Figure 1—figure supplement 1.**
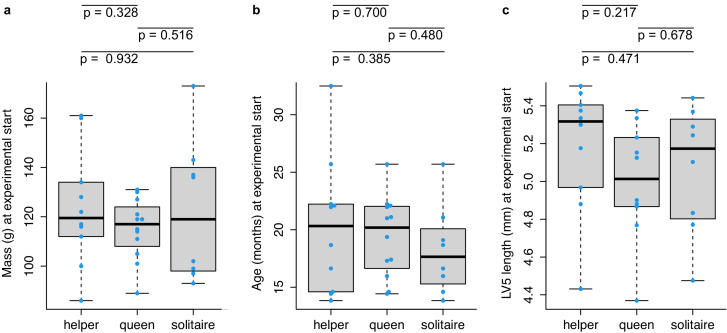
Mass, age, and lumbar vertebra (LV) 5 length of queen, helper, and solitaire female mole-rats at the start of the experiment. Queen, helper, and solitaire female mole-rats do not differ in (**a**) mass, (**b**) age, or (**c**) lumbar vertebra (LV) 5 length at the start of the experiment. Each box represents the interquartile range, with the median value depicted as a horizontal bar. Whiskers extend to the most extreme values within 1.5× of the interquartile range. Dots represent individual animals. P-values are from unpaired t-tests between each pairwise comparison between helpers (n = 10), queens (n = 12), and solitaires (n = 8). For LV5 length, data were only available for 10 queens. Raw data values are provided in Supplementary file 1.

**Figure 1—figure supplement 2.**
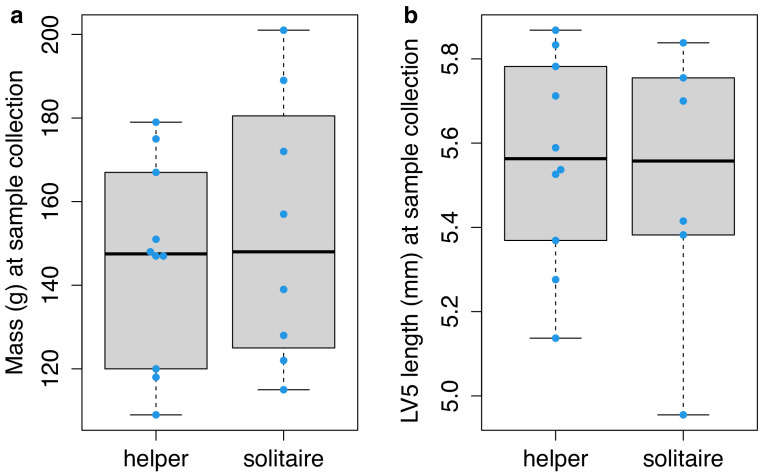
Mass and lumbar vertebra (LV) 5 length of helper and solitaire female mole-rats after 12–22 months of experimental treatment of social status. Helper and solitaire female mole-rats do not differ in (**a**) mass (unpaired t-test; t = 0.496, df = 12.733, p=0.629) or (**b**) LV5 length (unpaired t-test; t = −0.358, df = 8.391, p=0.729) after 12–22 months of experimental treatment of social status. Each box represents the interquartile range, with the median value depicted as a horizontal bar. Whiskers extend to the most extreme values within 1.5× of the interquartile range. Dots represent individual animals. Raw data values are provided in Supplementary file 1.

**Figure 1—figure supplement 3.**
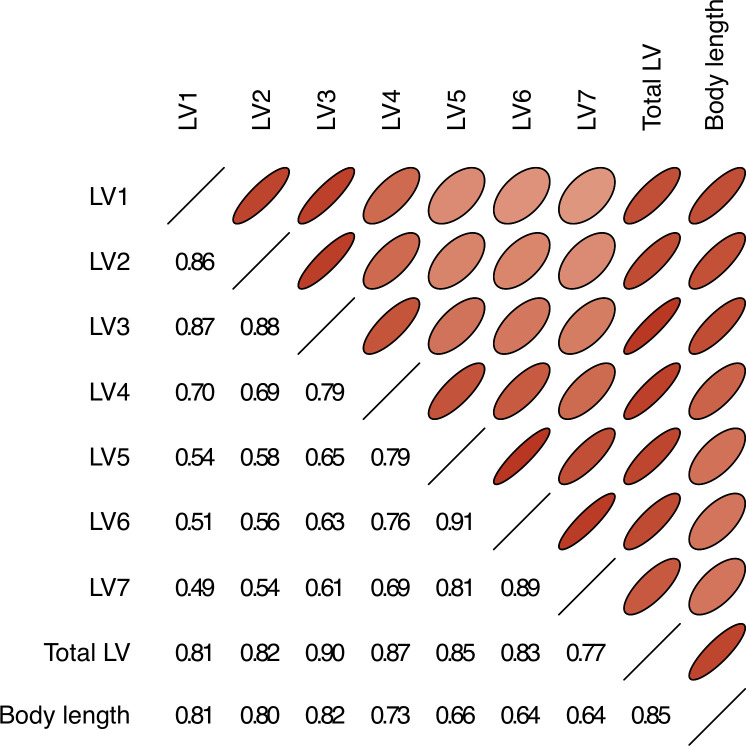
Body length is positively correlated with the lengths of lumbar vertebrae (LV) 1–7. Pearson correlations between the length of each LV and body length from mole-rat x-ray data. Narrower ovals with darker shades of red indicate larger Pearson correlations; correlation values are also given in the lower left triangle.

Females assigned to the queen treatment were each transferred to a new tunnel system containing only an unrelated adult male, simulating the natural process of dispersal and new colony formation in the wild (Jarvis and Bennett, 1993). This pairing procedure, which defines the queen treatment, typically leads to immediate sexual activity and rapid activation of the reproductive axis, including initiation of ovulation and the potential for conception (Bennett et al., 1996; Snyman et al., 2006). Queens gave birth to a mean of 6.92 ± 5.57 s.d. live offspring during the 12–22-month follow-up period, produced in a mean of 2.85 ± 1.75 s.d. litters (range: 0–6; Supplementary file 1). As expected, helpers and solitaires produced no offspring, and did not differ from each other in body mass or vertebral length after the 12–22-month follow-up period (unpaired t-tests, all p>0.05; Figure 1—figure supplement 2). Because helpers and solitaires were morphologically indistinguishable, and also exhibited no differences in gene expression in our subsequent genomic assays (Supplementary file 2), we grouped them together into a single ‘nonbreeder’ treatment for the remainder of our analyses.

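The RNA-Seq counts of cells cultured from the long bones of 4 solitaires and 7 helpers were compared in a fit that also held the 5 queens, with breeding status as a term and natal colony as a block. With this block, the contrast rested on differences within colonies. A helper and a solitaire were both sampled in 3 colonies in the long bones and in 2 in the lumbar vertebrae. The solitaire MAF003 had only a queen as sister and entered through the term for breeding status. All libraries of an animal from one bone type were added, and 11047 genes were tested with edgeR's quasi-likelihood method and Benjamini-Hochberg adjustment. For the long bones, 1 gene passed an FDR of 10%. This gene, ENSFDAG00000015391, was higher in solitaires, with a log2 fold change of 1.53 (standard error 0.18, edgeR adjusted p = 0.0841). At an unadjusted p under 0.05, 967 genes differed in the long bones, where uniform p-values would give 552. Other splits of the nonbreeders gave a median of 349, and 2 of 40 splits, the real one included, gave as many. In the lumbar vertebrae (LV), fitted to 14 animals, no gene passed an FDR of 10%, 308 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.998. ENSFDAG00000018277 had the smallest unadjusted p there, with a log2 fold change of -3.03 (standard error 0.43). The long bone count was moved most by DESeq2's Wald test, which called 139 genes at the same FDR. The LV count was moved most by testing all genes with a count and by leaving out WEF001 or WEF002, each with 9 genes, and DESeq2's test called 6. When each animal was left out in turn, the long bone count was 0 in 14 of the 16 fits. It was 8 without either of the sisters WEF001 and WEF002. On simulated counts in which 200 genes differed between solitaires and helpers in the long bones, the fit recovered 16.5% of the genes changed by a log2 fold change of 1 and 88.5% of those changed by 2, and in the LV 5.00% and 80.0%.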

Compared to nonbreeders, queens showed rapid growth in the LV in the first 12 months post-pairing (Figure 1D, E), especially in the vertebrae toward the caudal end of the vertebral column (LV5 and LV6). Based on longitudinal measurements, most of this differential growth was concentrated soon after the breeding status transition. Specifically, we observed a significant interaction between breeding status (queen versus nonbreeder) and post-pairing time point in the first four months of the experiment (Figure 1D; β = 0.0794, p=3.13×10^−3^; n = 49 x-rays from 28 animals), but not for measurements taken in later time point intervals (4 versus 8 months; 8 versus 12 months, 12 versus 16 months, 16 versus 22 months; all p>0.05). Moreover, in the first four months, only queens that had already experienced pregnancy showed accelerated vertebral lengthening relative to nonbreeders (unpaired t-test; LV5 of pregnant queens versus nonbreeders: t = −5.735, df = 16.871, p=2.50×10^−5^; LV5 of queens not yet pregnant versus nonbreeders: t = −0.789, df = 13.007, p=0.444; n = 14 nonbreeders, five pregnant queens, and two queens not yet pregnant).

As a result of accelerated vertebral growth in queens post-transition, size differences persisted throughout the study. After 12 months, the absolute length of LV5 in queens was, on average, 4.8% longer than nonbreeders (Figure 1E; LV5: unpaired t-test, t = 2.509, df = 21.095, p=0.020), and the absolute length of the LV column in queens relative to nonbreeders was 3.5% longer, although the latter difference was not significant (unpaired t-test, t = 1.945, df = 22.49, p=0.064). Differences between queens and nonbreeders were even more apparent if LV measures were scaled by zygomatic arch (head) width, as in previous studies (O'Riain et al., 2000; Thorley et al., 2018; Dengler-Crish and Catania, 2009) (LV5: 9.3% longer, unpaired t-test, t = 4.12, df = 15.135, p=8.87×10^−4^; LV column length: 7.9% longer, unpaired t-test, t = 4.34, df = 15.37, p=5.58×10^−4^). Thus, transitions to queen status induce reproductive investment, which in turn leads to organism-wide allometric changes that generate an elongated phenotype.

The elongated phenotype appears to subsequently facilitate future fecundity. Queens with longer bodies (which correlates with longer LV, Pearson’s *r* = 0.856, p=5.99×10^−59^; Figure 1—figure supplement 3) had more pups per litter (Figure 1F; β = 0.353, p=1.35×10^−3^, n = 328 litters from all breeding groups maintained in the same breeding facility; Supplementary file 3). Controlling for litter size, longer queens also had larger pups: for every additional centimeter of maternal body length, pup body mass increased by 2.9% (β = 0.29, p=0.032, n = 971 pups). Thus, the elongated queen phenotype is a strong candidate for adaptive plasticity that supports increased fertility in queen mole-rats.

### Breeding status induces gene regulatory changes in the queen mole-rat skeleton

To identify the gene regulatory changes associated with skeletal plasticity, we cultured cells enriched for bone marrow-derived mesenchymal stromal cells (bMSCs) isolated from the LV (pooled LV1–LV5) of queens and nonbreeders (n = 5 queens, 11 nonbreeders). bMSC cultures include multipotent skeletal stem cells, the precursor of the osteoblast and chondrocyte lineages responsible for bone growth. In parallel, we cultured cells enriched for bMSCs from the pooled long bones (humerus, ulna, radius, left femur, and left tibia) of the same animals, which do not show increased elongation in queens (femur at 12 months: unpaired t-test, t = −0.202, df = 19.326, p=0.842; tibia at 12 months: unpaired t-test, t = −0.860, df = 16.759, p=0.402). To evaluate the potential role of sex steroid hormone signaling on bone growth, we treated cells from each bone sample for 24 hr with either 10 nM estradiol or vehicle control, resulting in 47 total samples. We then performed RNA-Seq on each sample to screen for genes that were systematically differentially expressed in the bone cells of queens versus nonbreeders.

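The bone cell cultures came from 16 females of 8 natal colonies, 5 queens and 11 nonbreeders (7 helpers and 4 solitaires). The long bones gave 26 libraries, 11 vehicle and 6 estradiol libraries from nonbreeders and 5 vehicle and 4 estradiol libraries from queens. The LV gave 21 libraries from 14 animals, 10 vehicle and 5 estradiol libraries from nonbreeders and 3 vehicle and 3 estradiol libraries from queens. The authors aligned the reads with STAR, kept uniquely mapped reads and counted them on Ensembl genes of the Damaraland mole-rat assembly DMR_v1.0 with HTSeq. The deposited values are these counts, without normalization. Between 5329563 and 16327339 reads per library were counted on genes, with a median of 8784879. For the long bones, the median count was 10320561 in vehicle libraries of queens and 8919072 in those of nonbreeders, and 8435656.5 and 7598425 in their estradiol libraries. The medians of the LV were 9139080 for vehicle and 9684307 for estradiol in queens and 7386771.5 and 10353102 in nonbreeders. Of the genes in the table, 25892 had at least 1 count, and the 11047 genes with at least 2 CPM (counts relative to the library total) in at least 25% of the libraries were tested. They held between 99.1% and 99.8% of the counts of each library. For breeding status, the vehicle and estradiol libraries of an animal were added within each bone type, because cultures of one animal are not independent. The fit held no term for treatment. In the long bones, the pairs of the queens DVF007, LAF007 and MAF006 were unbalanced, with both treatments in a single sister and vehicle alone in the other. Each bone type was fitted by itself with edgeR's quasi-likelihood method after TMM normalization, with natal colony as a block, and p-values were adjusted by the Benjamini-Hochberg method. In 5 colonies, the queen and a nonbreeding sister were both sampled in the long bones, and in 4 colonies in the LV. The method was tested on simulated counts with these library sizes, in which 200 of the 11047 genes differed between queens and nonbreeders. With the long bone libraries, it recovered 38.5% of the genes changed by a log2 fold change of 1 and 96.0% of those changed by 2. Of the genes called in these simulations, 10.5% and 7.69% had not been changed. The changed genes were drawn at random, and the counts of each gene were drawn independently of the others. The shares recovered therefore do not carry over to genes that rise and fall together between cultures. In the real long bone data, the 171 genes with the smallest p had a median absolute log2 fold change of 2.26, and none passed an FDR of 10%.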

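Between the long bone cultures of the 5 queens and the 11 nonbreeders, no gene passed an FDR of 10%, and the smallest adjusted p from edgeR's quasi-likelihood method was 0.105, a value shared by 23 genes. At an unadjusted p under 0.05, 960 genes differed, of which 686 were higher in queens, where uniform p-values would give 552. Other splits of the animals gave a median of 360, and 13 of 100 splits, the real one included, gave as many. An FDR of 20% was passed by 163 genes, 155 of them higher in queens and 8 lower. The gene with the smallest p, ENSFDAG00000005799, had a log2 fold change of 3.29 (standard error 0.49, adjusted p = 0.105). Its level was 3.77 ± 1.87 log2 CPM (SD, n = 5) in queens and 2.32 ± 2.13 (SD, n = 11) in nonbreeders. The gene with the next smallest p, ENSFDAG00000019537, had a log2 fold change of 2.43 (standard error 0.37, adjusted p = 0.105). Its level was 1.74 ± 2.36 log2 CPM (SD, n = 5) in queens and 0.35 ± 1.60 (SD, n = 11) in nonbreeders. Both genes were higher in the queen in 5 of 5 sister pairs, for which an exact two-sided permutation test within pairs gave p = 0.0625, the smallest p that 5 pairs allow. Both were selected by a fit that compares these same sisters, so the agreement across pairs is not separate evidence. Without regard to colony, the groups overlapped, and an exact two-sided permutation test over the 4368 splits of the animals gave p = 0.215 for ENSFDAG00000005799 and p = 0.182 for ENSFDAG00000019537. The count was moved most when all 25892 genes with a count were tested, which called 1005 genes at an FDR of 10%. That fit left the log2 fold change of ENSFDAG00000005799 at 3.26 but gave it an edgeR adjusted p of 8.7e-20. Its calibration was not tested, so the count of 1005 calls for caution. With DESeq2's Wald test 391 genes passed an FDR of 10%, and with limma's voom method on the 47 libraries in one model, 723 genes passed. In that model natal colony was a term, where the paper regressed it out beforehand, and days in culture, the share of reads in genes and the relatedness matrix were left out. With natal colony regressed out first, a fit chosen after the results were seen, 703 genes passed, and 475 with an FDR from permuted labels. Under the voom model with an FDR from permuted labels, 241 genes passed at 10% and 397 at 20%. When each animal was left out in turn, between 0 and 271 genes passed an FDR of 10%. The count was 271 without the queen DVF007 or its sister DVF008, the pair that differed least. At an FDR of 20%, no gene passed without any one of the queens and sisters of the other 4 pairs.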

Of 10,817 detectably expressed genes, 171 genes showed a significant effect of breeding status at a false discovery rate (FDR) threshold of 10% in the long bones (329 at an FDR of 20%; Supplementary file 4). Surprisingly, no genes showed a significant effect of breeding status in the LV at either FDR threshold. However, effect sizes were highly correlated between bone types overall (R^2^ = 0.75, p=4.60×10^−53^), with more pronounced effects of breeding status in the long bone samples than in the LV (paired t-test on breeding status effects in long bone versus vertebrae: t = 3.97, df = 317.67, p=8.73×10^−5^). 

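In the LV, the cultures of 4 queens and 10 nonbreeders were compared in the same way. The queen MAF006 had only an estradiol library there and its sister MAF003 only a vehicle library. Treatment and breeding status could therefore not be told apart in that pair. No gene passed an FDR of 10% or 20%, and the smallest adjusted p from edgeR was 0.6997. That p was shared by several genes, of which ENSFDAG00000010815 had the smallest unadjusted p, with a log2 fold change of 2.43 (standard error 0.40). The log2 fold change of ENSFDAG00000005799 was 2.11 in the LV (standard error 0.56, adjusted p = 0.761), and -0.30 in the fit without natal colony as a block. At an unadjusted p under 0.05, 378 genes differed, of which 290 were higher in queens, while uniform p-values would give 552. Other splits of the animals gave a median of 325. On simulated counts with the LV library sizes, the fit recovered 38.5% of the genes changed by a log2 fold change of 1 and 89.0% of those changed by 2, so changes of 1 were mostly not detectable with these animals. At an FDR of 10%, DESeq2's Wald test called 105 genes in the LV, voom on all libraries 156, its FDR from permuted labels 36, and edgeR without a filter on low counts 370. The calibration of the fit without a filter was not tested. When each animal was left out in turn, the highest count at this FDR was 16 genes, without either of the sisters WEF001 and WEF002. At an FDR of 20%, the highest was 49, without DVF008.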

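The log2 fold changes between queens and nonbreeders in the long bones and in the LV were compared across genes, which are not independent replicates. Over the 11047 genes, Pearson's r was 0.73 (R2 = 0.531). Because no gene passed an FDR of 10% in the long bones, the 171 genes with the smallest p there were also taken, and over them R2 was 0.730. With the vehicle libraries alone, R2 over the 171 genes with the smallest p was 0.341, and between 0.549 and 0.715 when each animal was left out in turn. Both bone types come from the same animals, so the fold changes share the differences between individual animals and correlate even where breeding status has no effect. To measure this, the labels of queen and sister were exchanged within pairs in both bone types at once, which gives 16 assignments with the real one included. Computed from the mean difference between queen and sister, r over all genes was 0.69 in the real assignment and had a median of 0.47 in the others, and 2 of the 16 were as large. Over the 171 genes selected in each assignment, r was 0.86 against a median of 0.72, and 1 of the 16, the real one, was as large. The gene with the largest fitted change, ENSFDAG00000017019, had at most 3 counts in any queen and up to 2983 counts in the long bones of a nonbreeder, so that its fitted change depends on the prior count. Without this gene, a choice made after its values were seen, R2 over the others of the 171 was 0.662. Of the 171 genes, 148 had a larger absolute log2 fold change in the long bones than in the LV, and 168 had the same sign in both. Genes selected in one bone type can have larger estimates there by selection alone. Of the 171 genes with the smallest p in the LV, 66 were larger in the LV. In the exchange of labels, 93.0% of the selected genes were larger in the long bones in the real assignment and between 76.0% and 92.4% in the others. Of genes selected in the LV, 46.2% were larger in the LV in the real assignment, the lowest of the 16, and between 62.6% and 100% in the others. Tested for each gene, the difference in the queen effect between long bones and LV passed an FDR of 10% for no gene, with a smallest edgeR adjusted p of 0.794. At an unadjusted p under 0.05, 539 genes differed, where uniform p-values would give 552. Other splits of the animals gave a median of 229, and 18 of 100 splits, the real one included, gave as many. On simulated counts, this test recovered 38.0% of the genes whose effect differed by 1 on the log2 scale and 88.0% of those that differed by 2. CLDN17, the gene with a symbol that had the smallest p in this test, had a queen effect higher in the long bones by 1.67 on the log2 scale (standard error 0.38). In the fits that each left out an animal, this count was highest at 1092 genes, without the queen WAF014.

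**Figure D1:**
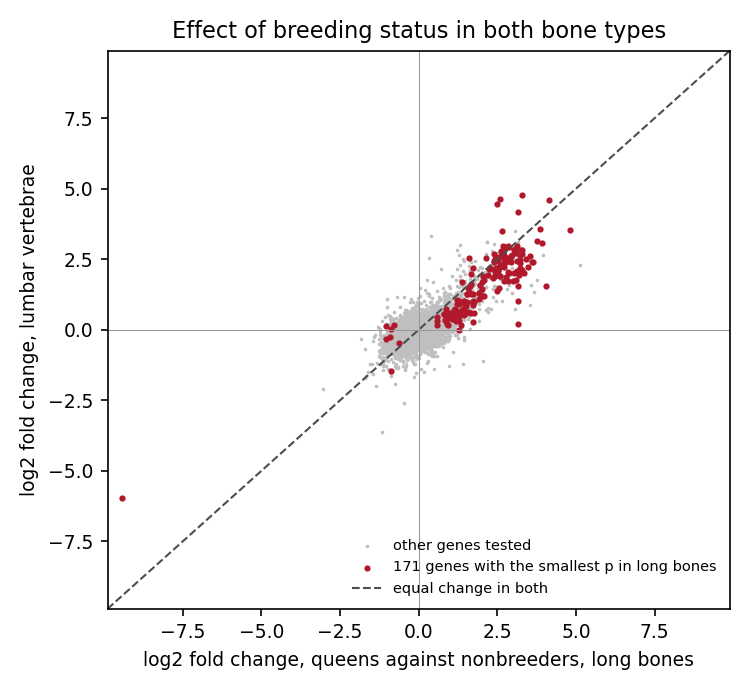
Log2 fold change between queens and nonbreeders in the long bones (x axis) and in the LV (y axis) for each of the 11047 genes tested, with the 171 genes with the smallest p in the long bones in red and a dashed line at equal change. Over the red points R2 was 0.730, and 168 of them had the same sign in both bone types; the lone point at the lower left is ENSFDAG00000017019, whose position depends on the prior count.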

Importantly, breeding status-related differences were not readily attributable to differences in bone cell composition. 

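Of the markers of bMSC lineage cells, ENG (endoglin) was the one whose symbol could be paired with a gene identifier, from the part of Supplementary file 4 used here, which holds 1594 of the paper's 10817 genes. In the long bones, ENG was at 3.05 ± 0.86 log2 CPM (SD, n = 5) in queens and 2.48 ± 1.33 (SD, n = 11) in nonbreeders. An exact two-sided permutation test over all animals, without regard to colony, gave p = 0.424 (adjusted p = 0.499 over 33 values). ENG was higher in the queen in 2 of 5 sister pairs. In the LV, ENG was at 2.99 ± 2.16 (SD, n = 4) in queens and 3.63 ± 1.09 (SD, n = 10) in nonbreeders. With vehicle libraries only, the LV difference had the opposite sign, with 4.17 ± 1.48 (SD, n = 3) in queens and 3.25 ± 1.63 (SD, n = 10) in nonbreeders. Its fitted log2 fold change in the long bones was -0.07 (standard error 0.29), and 0.24 in the fit without natal colony as a block. COL1A1, which encodes a chain of type I collagen and is expressed by osteoblasts, was at 8.56 ± 2.34 log2 CPM (SD, n = 5) in the long bones of queens and 8.56 ± 0.89 (SD, n = 11) in those of nonbreeders. CTSK, the osteoclast protease cathepsin K, was at 8.43 ± 0.87 (SD, n = 5) and 7.97 ± 0.34 (SD, n = 11), and the exact two-sided permutation test gave p = 0.145 (adjusted p = 0.320). The cell-type proportions that the authors estimated with CIBERSORT from the 27 mouse cell types were summarised from Supplementary file 5. Osteoblasts or early stage osteoblasts were the type with the largest proportion in 41 of the 47 libraries, 31 of 32 nonbreeder libraries and 10 of 15 queen libraries. In the 3 libraries of the queen MAF006 it was CD8+ T cells or CD4+ thymocytes, and in both libraries of the queen NOF009 it was CD8+ T cells. In the long bone vehicle library of the nonbreeder G1F025, it was the common myeloid progenitor. The osteoblast types together made up a median of 40.5% per library, between 15.3% and 54.3%. Averaged per animal, they made up 37.6% ± 11.5 (SD, n = 5) in the long bones of queens and 39.8% ± 6.18 (SD, n = 11) in those of nonbreeders (exact two-sided permutation test, p = 0.620). In the LV they made up 37.0% ± 4.40 (SD, n = 4) and 40.5% ± 6.09 (SD, n = 10). They were higher in the queen in 3 of 5 sister pairs in the long bones and 0 of 4 in the LV. The exact permutation test within pairs gave p = 0.125 in the LV, the smallest that 4 pairs allow. Early stage osteoblasts alone were higher in the queen in 1 of 5 and 0 of 4 pairs. With vehicle libraries only, the osteoblast types were higher in 3 of 5 and 1 of 3 pairs, and early stage osteoblasts in 0 of 5 and 1 of 3. The proportion of osteoclasts was above 0 in 4 libraries, all from the long bones of queens. It averaged 0.610% ± 0.690 (SD, n = 5) there (exact two-sided permutation test, p = 0.0179, adjusted p = 0.0982 over the 33 values). It was higher in the queen in 3 of 5 sister pairs, and both sisters were at 0 in the other two. With vehicle libraries only, it was above 0 in 1 of the 5 queens, and the exact two-sided permutation test gave p = 0.312 (adjusted p = 0.470).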

Based on both canonical markers of bMSC lineage cells and deconvolution of the RNA-Seq data using data from 27 mesenchymal or hematopoietic lineage mouse cell types, the majority cell type in both queen and nonbreeder samples was most similar to cells from the bMSC lineage (Dominici et al., 2006; Hume et al., 2010; Newman et al., 2015; Figure 2—figure supplements 1 and 2). Additionally, the top three principal components summarizing estimated cell-type proportions did not differ between queens and nonbreeders (all FDR > 10%, Supplementary file 5), and we identified no cases in which the effects of breeding status on gene expression were significantly mediated by the first principal component of cell composition (p>0.05 for all 171 queen-associated genes at 10% FDR; Supplementary file 6).

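The principal components were computed again from the estimated proportions of the 47 libraries and averaged per animal. The 3 leading components explained 50.9%, 14.2% and 9.09% of the variance. In long bone cultures, the second component was -0.0228 ± 0.0175 (SD, n = 5) in queens and 0.0644 ± 0.0535 (SD, n = 11) in nonbreeders. An exact two-sided permutation test gave p = 0.00412, with an adjusted p of 0.0247 over the 6 tests of 3 components in both bone types. Over all 33 values tested in the long bones, its adjusted p was 0.0680, and 0.149 with vehicle libraries only. The component was lower in the queen in 5 of 5 sister pairs. The first component in the long bones was -0.0604 ± 0.198 (SD, n = 5) and 0.0108 ± 0.112 (SD, n = 11) (exact permutation test without regard to colony, p = 0.368). It was lower in the queen in 5 of 5 pairs. In the LV, it was lower in the queen in 4 of 4 pairs, and the exact permutation test between the groups gave p = 0.346. PC3 in the long bones was 0.0316 ± 0.0473 (SD, n = 5) in queens and -0.0105 ± 0.0649 (SD, n = 11) in nonbreeders (exact permutation test, p = 0.229), and higher in the queen in 5 of 5 pairs. Apart from the second component in the long bones, the adjusted p was at least 0.348 in each of these exact tests between the groups. Within sister pairs, the exact test gave p = 0.0625, the smallest that 5 pairs allow, for each of the 3 components in the long bones, with an adjusted p of 0.125. The paper's table of the mediation test, Supplementary file 6, lists 171 genes, and for none of them does the paper's interval for the indirect effect leave out 0 in the long bones or in the LV. Of these 171 genes, 47 lie in the range of identifiers of the part of Supplementary file 4 used here, where the paper's FDR is under 10% for 18 and between 10% and 20% for 29. The paper drew the genes under its gene ontology terms from those higher in queens at an FDR of 10%. Of the 61 identifiers listed under these terms, 37 are in the mediation table. The table therefore does not cover all of the paper's genes at this FDR.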

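Among the 171 genes with the smallest p between queens and nonbreeders in the long bones, 163 were higher in queens and 8 lower, a share of 95.3% (95% Wilson confidence interval 91.0% to 97.6%). The interval covers counting error only, since the genes were measured in the same animals. At an FDR of 20%, the share was 95.1% (155 of 163 genes). Among the 1005 genes that passed an FDR of 10% without a filter on low counts, 678 were higher in queens (67.5%). Among the 703 genes that passed with natal colony regressed out first, an alternative chosen after the results were seen, 450 were higher (64.0%). These were the lowest shares at an FDR of 10% among the fits that called more than 1 gene. When queen and sister were exchanged within pairs, the share of the 171 selected genes in the more common direction, up or down, was taken. It had a median of 63.7% in the other assignments, against 90.6% in the real one. A share as high came from 3 of the 16 assignments, the real one included. Such a share does not tell whether most genes were higher or lower in the animals called queens.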

The majority of breeding status-associated genes were upregulated in queens (151 of 171 genes, 88%). In support of their role in skeletal plasticity, upregulated genes were enriched for bone remodeling (log_2_[OR]=4.07, p=5.07×10^−6^), a process that involves the balanced cycle between bone formation by osteoblasts and bone resorption by osteoclasts (Redlich and Smolen, 2012; Figure 2). 

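The terms were followed through the genes that Supplementary file 7 lists under them by identifier. For the 6 terms named in the paper's results, these are 30 genes, all of which were tested. The study chose them as upregulated on these same samples, so what follows is not independent evidence. All 30 had positive log2 fold changes in both bone types. In the long bones 30 genes passed an FDR of 10% adjusted over the list alone and none when adjusted over all genes tested, although 30 had an unadjusted p under 0.05. In the LV, 28 passed when adjusted over the list alone and none over all genes, with 26 at an unadjusted p under 0.05. The 6 genes of ‘bone remodeling’ had log2 fold changes between 1.23 and 3.40 in the long bones, with a median of 2.84, and a median of 2.32 in the LV. Averaged over these genes, the level was 5.17 ± 1.68 log2 CPM (SD, n = 5) in the long bones of queens and 3.47 ± 1.01 (SD, n = 11) in those of nonbreeders. The difference of 1.70 gave p = 0.0250 in an exact two-sided permutation test, with an adjusted p of 0.118 over the family of values, and the queen was higher than its sister in 5 of 5 pairs. As a set against all other genes, the 6 genes had an adjusted p of 4.22e-16 over the 6 terms from limma's camera with its preset correlation of 0.01 between genes. With the correlation estimated from the data, 0.524 for this term, the adjusted p was 0.00602 by camera, and by limma's fry it was 0.00180. In the LV, the adjusted p was 0.0155 and 0.0348 by these last 2 tests. In the fit without natal colony as a block, they gave 0.0641 and 0.0355 in the long bones and 0.436 and 0.499 in the LV.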

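The 4 genes listed under ‘positive regulation of bone resorption’ had log2 fold changes between 1.23 and 3.29 in the long bones (median 2.84), and a median of 2.35 in the LV. One of them, ADAM8, encodes a membrane metalloprotease. Its log2 fold change was 2.46 (standard error 0.68, edgeR adjusted p = 0.226) in the long bones and 2.58 (standard error 0.77, adjusted p = 0.861) in the LV. The mean level of the 4 genes was 5.27 ± 1.81 log2 CPM (SD, n = 5) in the long bones of queens and 3.64 ± 1.17 (SD, n = 11) in those of nonbreeders (exact two-sided permutation test, p = 0.0492, adjusted p = 0.180). It was higher in the queen in 5 of 5 sister pairs, by 0.40 in the pair with the smallest difference and by 3.79 in the pair with the largest. The sisters of the queens were between 1.80 and 4.99, and the 6 nonbreeders of colonies without a sampled queen between 3.77 and 4.71. In the LV, the level was 4.08 ± 1.89 (SD, n = 4) in queens and 3.45 ± 1.19 (SD, n = 10) in nonbreeders, and higher in the queen in 4 of 4 pairs (exact permutation test within pairs, p = 0.125, the smallest that 4 pairs allow). The 4 genes of ‘superoxide anion generation’ had log2 fold changes between 0.46 and 3.40 in the long bones (median 2.53). Their mean level was 5.78 ± 2.06 log2 CPM (SD, n = 5) in queens and 4.29 ± 1.12 (SD, n = 11) in nonbreeders (exact two-sided permutation test, p = 0.0790, adjusted p = 0.261), higher in the queen in 4 of 5 pairs. In the LV, the median was 2.25 and the level was higher in 4 of 4 pairs. With the correlation between genes estimated, camera gave an adjusted p of 0.00602 for bone resorption and 0.0133 for superoxide anion generation in the long bones. In the LV it gave 0.0155 for both, and in the fit without natal colony as a block 0.436 for both.

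**Figure D2:**
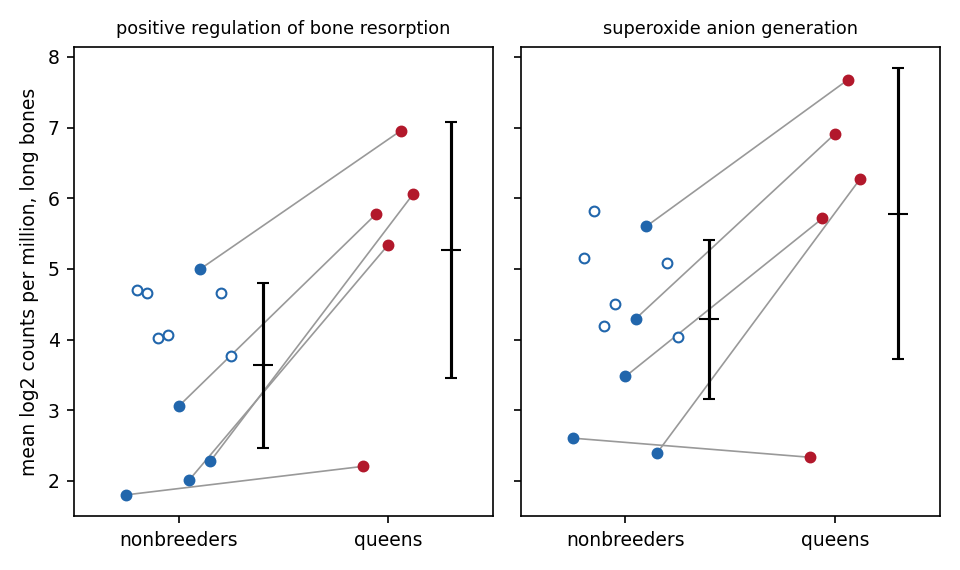
Mean log2 CPM (y axis) of the genes listed under each of the terms positive regulation of bone resorption (left) and superoxide anion generation (right) in the long bones of 11 nonbreeders and 5 queens, with a line from each queen to its sister (filled blue), open circles for the other nonbreeders and bars for the mean ± SD. The queen lies above its sister in 5 of 5 pairs on the left, and in 4 of 5 on the right.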

Surprisingly, however, enriched pathways were specifically related to bone resorption, not formation (Supplementary file 7), including ‘positive regulation of bone resorption’ (Figure 2A, C; log_2_[OR]=6.51, p=1.55×10^−6^) and ‘superoxide anion generation,’ which is involved in osteoclast activity and degradation of bone matrix (Figure 2A, C; log_2_[OR]=5.29, p=1.4×10^−5^) (Darden et al., 1996; Datta et al., 1996; Key et al., 1990; Key et al., 1994). Differentially expressed genes were also enriched for immune-related processes (e.g., ‘cytokine secretion,’ ‘chemotaxis,’ ‘leukocyte activation involved in immune response’; Supplementary file 7). These observations suggest that transitions to queen status also involve changes in immunoregulatory signaling (osteoclast cells are derived from monocytes).

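The 3 immune terms share genes with one another and with the bone terms. In the long bones, the median log2 fold change was 2.83 for the 8 genes of ‘cytokine secretion’, 2.48 for the 12 of ‘chemotaxis’ and 2.20 for the 9 of ‘leukocyte activation involved in immune response’. The medians in the LV were 2.47, 2.20 and 1.96. The mean level of the cytokine secretion genes in the long bones was 6.13 ± 2.71 log2 CPM (SD, n = 5) in queens and 4.73 ± 1.82 (SD, n = 11) in nonbreeders, and that of the chemotaxis genes was 4.89 ± 2.34 (SD, n = 5) and 3.73 ± 1.67 (SD, n = 11). The leukocyte activation genes were at 6.08 ± 2.27 (SD, n = 5) and 5.10 ± 1.63 (SD, n = 11). Exact two-sided permutation tests over all animals, without regard to colony, gave p = 0.236, 0.273 and 0.344 for these differences. Each was in the same direction in 5 of 5 sister pairs (exact permutation test within pairs, p = 0.0625). For cytokine secretion, the smallest difference of a pair was 0.000279 log2 CPM, and without TMM factors the queen was higher in 4 of 5 pairs (exact permutation test within pairs, p = 0.125). Under the estimated correlation, camera gave adjusted p of 0.00783, 0.00602 and 0.00602 for the sets in the long bones. Without natal colony as a block it gave 0.131, 0.131 and 0.164, and fry 0.0982, 0.0982 and 0.129. From the terms enriched among the genes higher in queens, the paper states that the pathways relate to bone resorption and not to formation, and from the immune terms it proposes that the transition to queen status also changes immunoregulatory signaling, since osteoclasts derive from monocytes.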

**Figure 2.**
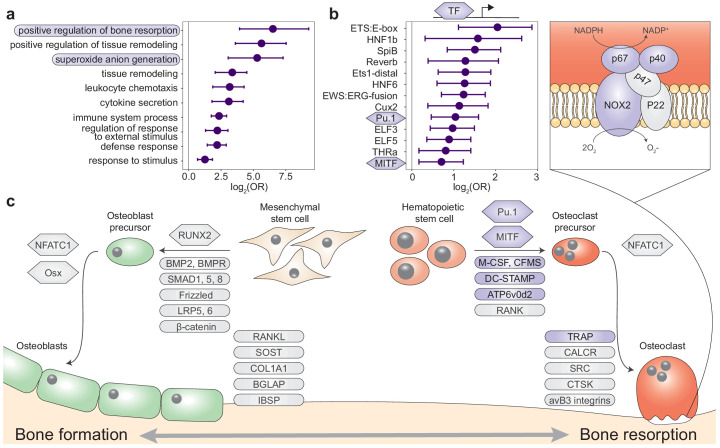
Queen status drives increased regulatory activity of bone resorption pathways. (**a**) Gene Ontology (GO) terms enriched in queen upregulated genes, relative to the background set of all genes tested. Bars represent 95% confidence intervals. Processes highlighted in purple are also depicted in (**c**). Highest-level (most general) terms are shown; for full GO enrichment results, see Supplementary file 7. (**b**) Accessible transcription factor binding site motifs enriched near queen upregulated genes, relative to all genes tested. Bars represent 95% confidence intervals. Transcription factors highlighted in purple are also depicted in (**c**). (**c**) Schematic of the balance between bone formation and bone resorption, showing key regulators and markers for mesenchymal stem cell differentiation into osteoblasts and hematopoietic stem cell differentiation into osteoclasts (Redlich and Smolen, 2012; Segeletz and Hoflack, 2016). Note that not all genes or proteins in gray were tested for differential expression (e.g., because they were not annotated in the Damaraland mole-rat genome or were too lowly expressed in our sample); see Supplementary file 4 for full set of tested genes. Queen upregulated genes or corresponding proteins (false discovery rate [FDR] < 10%) are highlighted as purple ovals, and transcription factors with binding motifs enriched near queen upregulated genes are highlighted as purple hexagons. Inset for osteoclasts shows the NADPH oxidase system, which generates superoxide radicals (O_2_^-^) necessary for bone resorption and is highly enriched for queen upregulated genes (purple ovals).

**Figure 2—figure supplement 1.**
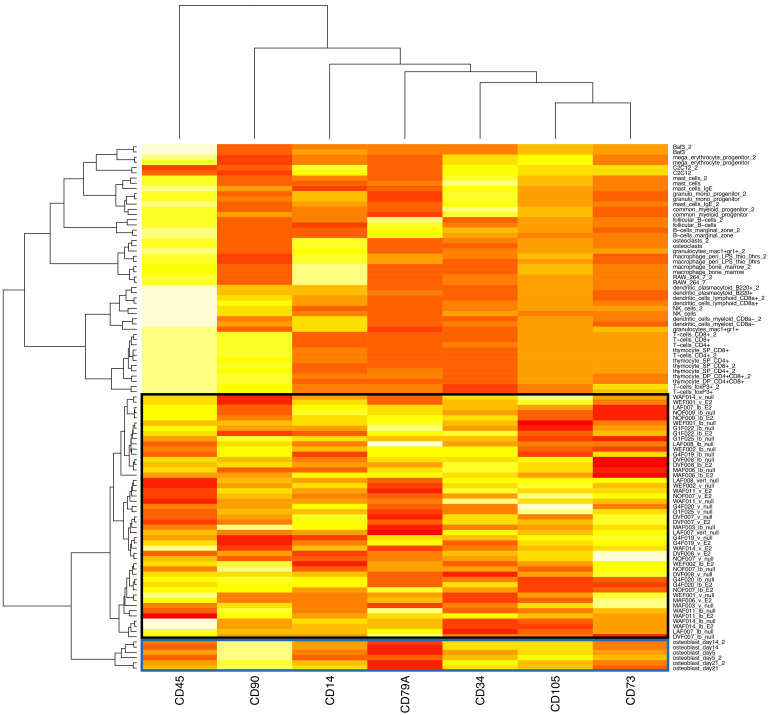
Mole-rat RNA-Seq samples cluster closest with purified mouse osteoblasts, based on canonical bone marrow-derived mesenchymal stromal cell (bMSC) markers. Clustering was performed using Ward’s hierarchical clustering method on Euclidean distances of the quantile normalized expression of the seven bMSC markers (out of 11 described; Dominici et al., 2006) that were quantified in both the mole-rat and reference mouse (Hume et al., 2010) data sets. The black box indicates mole-rat samples, and the blue box indicates mouse osteoblasts, a bMSC lineage cell type.

**Figure 2—figure supplement 2.**
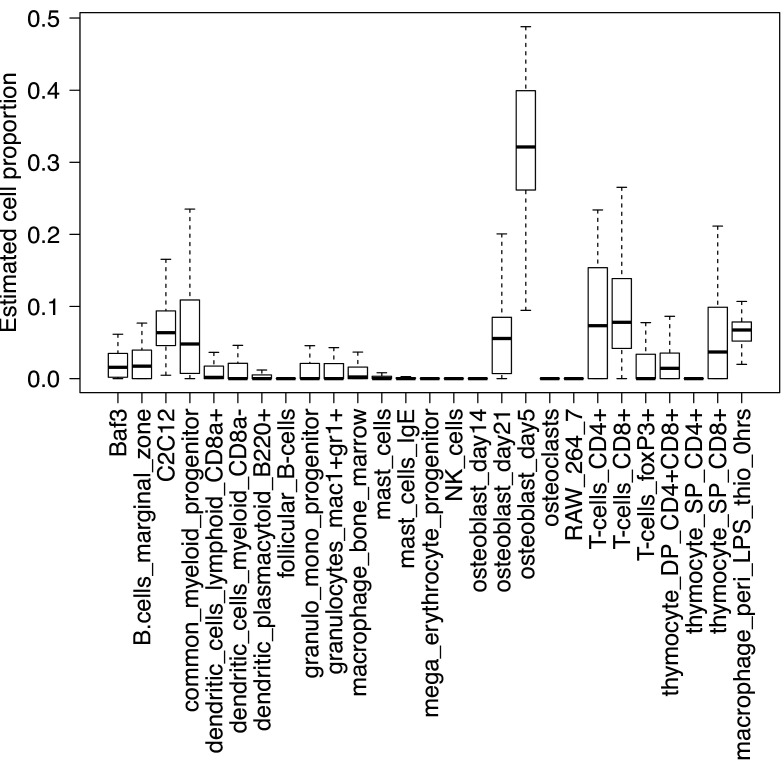
Estimated cell proportions for the 47 mole-rat RNA-Seq samples. Each box represents the interquartile range, with the median value depicted as a horizontal bar. Whiskers extend to the most extreme estimates within 1.5× the interquartile range. Cell proportions were estimated with CIBERSORT (Newman et al., 2015), based on reference gene expression levels for 412 marker genes in 27 purified mouse cell types (Hume et al., 2010). The predicted predominant cell type in the mole-rat samples is most similar to early stage osteoblasts, which are cells from the bone marrow-derived mesenchymal stromal cell lineage.

**Figure 2—figure supplement 3.**
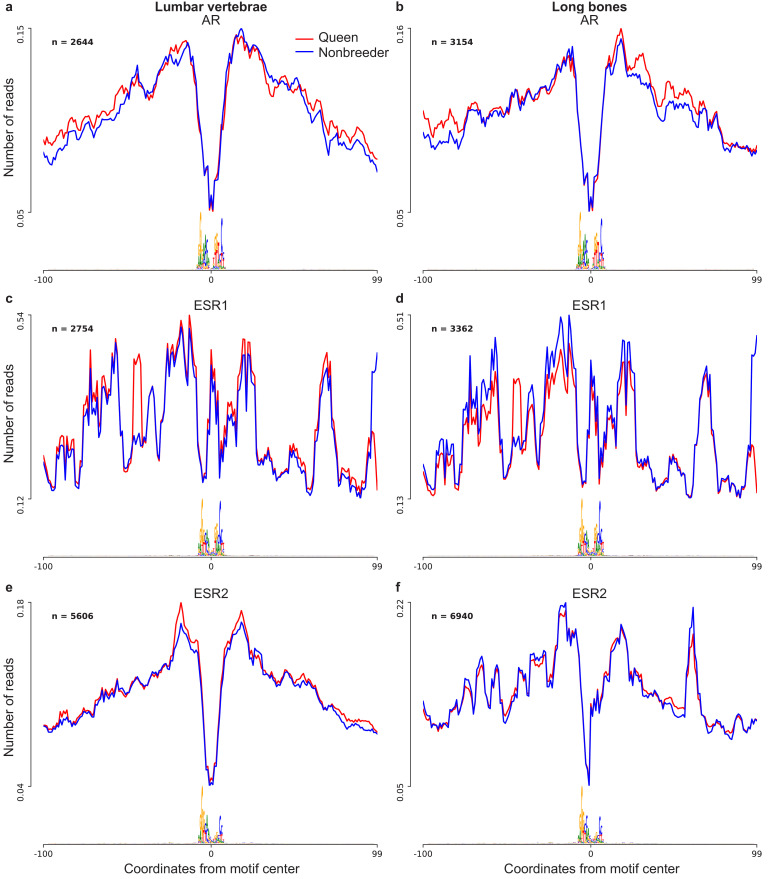
Footprint profiles of transcription factors androgen receptor (AR), estrogen receptor 1 (ESR1), and estrogen receptor 2 (ESR2). Transcription factor footprints were profiled separately for (**a**, **c**, **e**) lumbar vertebrae (n = 4; two queens and two nonbreeders) and for (**b**, **d**, **f**) long bones (n = 4; two queens and two nonbreeders). Transcription factor activity was not significantly different between queens and nonbreeders in any of the three transcription factors, in either bone type (paired t-tests; all p>0.05).

Omni-ATAC-seq profiling of open chromatin regions further supports a central role for bone resorption and osteoclast activity in the queen skeleton (n = 8; Supplementary file 8). Specifically, transcription factor binding motifs (TFBMs) located in accessible chromatin near queen upregulated genes were enriched for PU.1 and MITF, two transcription factors that are essential for osteoclast differentiation (Segeletz and Hoflack, 2016; Figure 2B, C; PU.1 log_2_[OR]=1.041, p=2.84×10^−4^; MITF log_2_[OR]=0.707, p=7.36×10^−3^; see Supplementary file 8 for a complete list of enriched TFBMs). *MITF* was also among the 151 genes that were differentially expressed between queens and nonbreeders and upregulated in both queen long bones and LV. 

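Cells from the same animal with 10 nM estradiol and with vehicle for 24 hr were compared in the 10 animals with both treatments in the long bones (4 queens and 6 nonbreeders) and in the 7 with both in the LV (2 queens and 5 nonbreeders). Animal was a block in the fit. No gene passed an FDR of 10% in either bone type. At an unadjusted p under 0.05, 129 genes differed in the long bones and 55 in the LV, where uniform p-values would give 552 in each. With the labels exchanged within animals, the median was 158 in the long bones and 118 in the LV. The smallest adjusted p from edgeR's quasi-likelihood method was 0.9997 in the long bones and 0.958 in the LV. In cells of the long bones, the smallest unadjusted p belonged to ENSFDAG00000012821, with a log2 fold change of 1.27 (standard error 0.24), and the next to TGFBR3, with 0.83 (standard error 0.16). In cells of the LV, it belonged to ENSFDAG00000008709, with a log2 fold change of 0.81 (standard error 0.13). The alternative that moved these counts most in the long bones was testing all genes with a count, which called 7 genes at an FDR of 10%. DESeq2's Wald test called 5 genes in the long bones and 6 in the LV. On simulated counts, the fit recovered 68.5% of the genes changed by a log2 fold change of 1 in the long bones and 98.0% of those changed by 2, and in the LV 42.5% and 93.5%.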

Surprisingly, given the role of sex steroid hormones in bone growth and elevated estradiol levels in queen versus helper Damaraland mole-rats (Bennett, 1994), we observed no significant effects of estradiol treatment on gene expression in either bone type (all FDR > 10%). Queen upregulated genes were also not in closer proximity to androgen response elements (AREs) or estrogen response elements (EREs) than expected by chance (ARE log_2_[OR]=0.207, p=0.627; ERE log_2_[OR]=0.196, p=0.652). Consistent with this observation, transcription factor footprinting analysis showed no evidence of queen-associated differences in transcription factor activity of the androgen receptor (AR), estrogen receptor 1 (ESR1), or estrogen receptor 2 (ESR2), in either the long bones or LV (all paired t-tests: p>0.05; Figure 2—figure supplement 3). Thus, our data point to the involvement of non-sex steroid-mediated signaling pathways in remodeling queen mole-rat bones, at least after 1 year post-transition.

### Extensive skeletal remodeling in queen mole-rats

The gene expression data suggest that queen status-driven changes to the skeleton extend beyond the LV to the long bones. Further, they suggest that bone resorption—an important counterpoint to bone formation that is required for normal skeletal maintenance—also distinguishes breeding and nonbreeding females. To investigate this possibility, we performed high-resolution micro-computed tomography (μCT) scanning to generate 3D reconstructions of LV6, LV7, right femur, and right tibia of queens and female nonbreeders (n = 140 bones from 36 animals; Figure 3A, Figure 3—figure supplement 1). This approach substantially increases the level of resolution for investigating breeding status-linked differences in skeletal morphology, as previous studies relied on x-ray data alone (O'Riain et al., 2000; Thorley et al., 2018).

**Figure 3.**
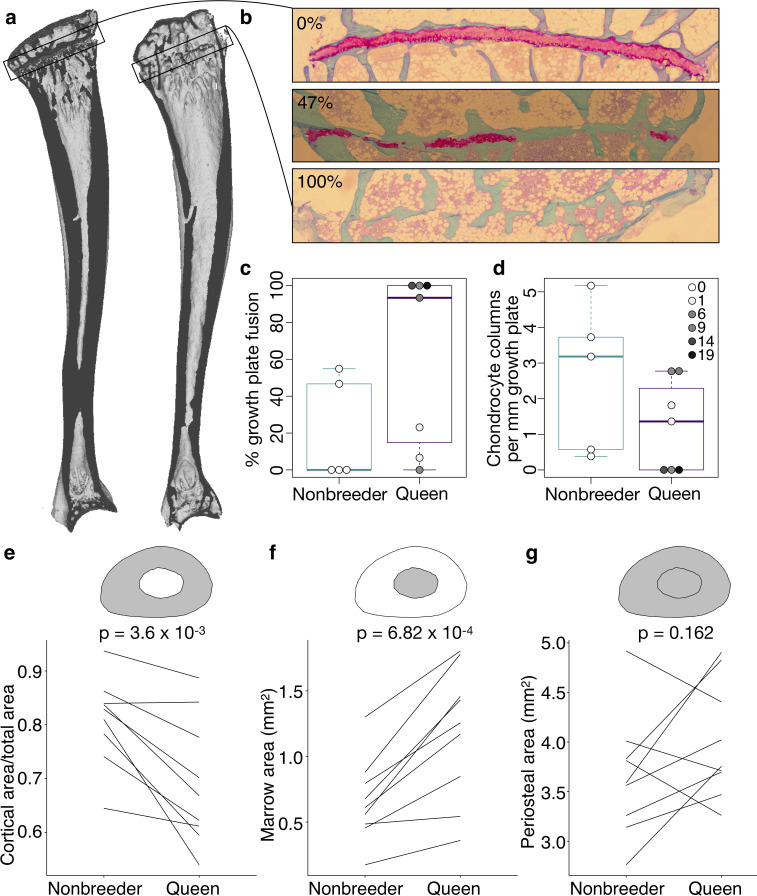
Queen status leads to reduced growth potential in the tibia and reduced cortical area at the femoral midshaft. (**a**) Micro-computed tomography (μCT) scans of Damaraland mole-rat tibias. Boxes indicate the location of the proximal growth plate, which varies between unfused (left) to fully fused (right). (**b**) Example Safranin O-stained histological sections of the proximal tibia, in which the growth plate is unfused (top), partially fused (middle), or fully fused (bottom). Values indicate percent growth plate fusion across the width of the bone. The cartilaginous growth plate is stained deep pink, and calcified bone is stained green. (**c**) Queens, and specifically queens that gave birth to more offspring, show increased growth plate fusion (β = 0.050, p=4.51×10^−3^, n = 12, controlling for age) and (**d**) decreased number of chondrocyte columns within the remaining growth plate (β = −0.132, p=0.020, n = 12, controlling for age). Each box represents the interquartile range, with the median value depicted as a horizontal bar. Whiskers extend to the most extreme values within 1.5× of the interquartile range. In (**c**) and (**d**), dots represent individual animals, and shading indicates each animal’s total offspring number. Ages of queens and nonbreeders do not significantly differ (unpaired t-test, t = 0.489, n = 12, p=0.644). (**e–g**) Femoral cross-sections with area highlighted in gray show the measures represented in the corresponding plots below. Each line represents an age-matched, nonbreeder and queen littermate pair. (**e**) Queens have less cortical bone (relative to the total area of the femoral midshaft cross-section) compared to their paired nonbreeding littermates (paired t-test, t = −4.07, df = 8, p=3.60×10^−3^). (**f**) Queens also have enlarged marrow cavities (paired t-test, t = 5.36, df = 8, p=6.82×10^−4^) but (**g**) show no difference in overall periosteal area (paired t-test, t = 1.54, df = 8, p=0.162).

**Figure 3—figure supplement 1.**
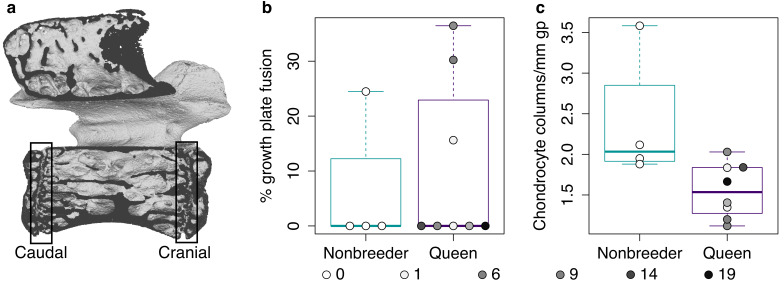
Growth potential in lumbar vertebra (LV) 7. (**a**) Micro-computed tomography (μCT) scan of LV7 of a female Damaraland mole-rat. The boxes indicate the locations of the caudal and cranial growth plates. (**b-c**) The number of offspring produced by queens does not significantly predict (**b**) growth plate fusion (quantified as the average of the caudal and cranial growth plates; β = 2.745×10^−4^, p=0.970, n = 12, controlling for age) or (**c**) chondrocyte proliferation within the remaining growth plate (β = −0.033, p=0.293, n = 12, controlling for age). Each box represents the interquartile range, with the median value depicted as a horizontal bar. Whiskers extend to the most extreme values within 1.5× of the interquartile range. Dots represent individual animals, and shading indicates each animal’s total offspring number.

**Figure 3—figure supplement 2.**
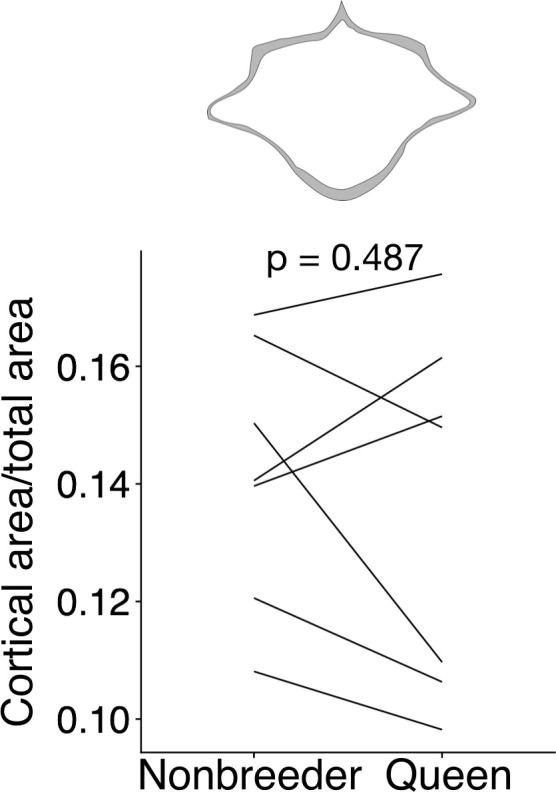
Queens do not exhibit reduced cortical area at the midsection of lumbar vertebra (LV) 6. At top, cross-section with area highlighted in gray shows the measure represented in the plot. Each line represents an age-matched nonbreeder and queen littermate pair. Queens and nonbreeders show no difference in cortical area/total area at the LV6 midsection (paired t-test of cortical area/total area, t = −0.741, df = 6, p=0.487).

We first asked whether breeding status could be predicted from morphological differences in the 3D reconstructions. We found that it could for the LV, but not for the femur: by applying the smooth Euler characteristic transform (Crawford et al., 2016), we were able to predict queen versus nonbreeder status in LV6 (77.8% accuracy, p=0.01, n = 36), but not the femur (52.8% accuracy, p=0.53, n = 36). Including only highly fecund queens (≥6 total offspring) improved predictive accuracy in the femur (70% accuracy, p=0.12, n = 30). Although these predictions did not reach statistical significance, they raised the possibility that morphological changes in femurs become enhanced with increasing reproductive effort.

We next tested whether the transition to queen status affects the ability to continue bone lengthening. Lengthening requires the presence of a growth plate, a region of cartilage in the bone where longitudinal growth occurs through proliferation of cartilage cells (chondrocytes) (Figure 3A, B, Figure 3—figure supplement 1). Closure of the growth plate, which indicates that bone lengthening potential has terminated, typically occurs in mammals after reaching sexual maturation, when energy begins to be invested in reproduction instead of growth (Kilborn et al., 2002). To test whether the transition to queen status alters bone lengthening potential, we performed Safranin O staining on sections of the right tibia and LV7 to visualize growth plates (Figure 3B). In the proximal tibia but not LV7, queens were less likely to have open growth plates (Figure 3C, Figure 3—figure supplement 1, and Supplementary file 9; tibia: two-sided binomial test, p=0.019; LV7: two-sided binomial test, p=0.422). The increased probability of growth plate closure in the tibia of queens is linked to the number of offspring a female has produced: females with more offspring showed a higher expanse of closure across the growth plate (β = 0.050, p=4.51×10^−3^, n = 12, controlling for age). This pattern may be due in part to reduced chondrocyte proliferation, as females that produced more offspring had fewer chondrocyte columns in the remaining growth plate (Figure 3D; β = −0.132, p=0.020, n = 12, controlling for age). Thus, offspring production in queens is associated with loss of the ability to lengthen the long bones, but not the LV, consistent with the importance of abdominal lengthening for supporting larger litters.

A major demand on reproductively active female mammals is a high requirement for calcium, particularly during lactation when mothers support rapid offspring bone growth. Maternal skeletons are remodeled to meet this demand, although in most mammals, these changes are not permanent (reviewed in Kovacs, 2016). Because of the particularly intense reproductive investment made by cooperatively breeding mole-rat queens, we therefore also evaluated the effect of queen status on trabecular and cortical bone volumes, which are thought to be important in satisfying short-term and long-term calcium demands, respectively. We found no effect of queen status on the amount of trabecular bone in the femur, tibia, LV6, or LV7 (all p>0.05 for bone volume/total volume). However, we found that cortical bone was significantly reduced at the femoral midshaft, but not in the LV, in queens compared to their nonbreeding sisters (Figure 3E, Figure 3—figure supplement 2; femur: paired t-test of cortical area (CA)/total area, t = −4.067, df = 8, p=3.60×10^−3^; LV6: paired t-test of CA/total area, t = −0.741, df = 6, p=0.487). Relative to nonbreeders, the femoral midshafts of queens showed significantly lower apparent density (paired t-test, t = −3.734, df = 8, p=5.75×10^−3^), but no difference in material density (paired t-test, t = −0.074, df = 8, p=0.943). Thus, reduced bone mass in queens is due to reduced bone volume, and not to reduced mass per unit volume (e.g., due to increased porosity).

The reduction of apparent density in queens could be due to slowed bone growth, which typically occurs on the outer, periosteal bone surface, or to increased bone resorption, which typically affects the inner endosteal surface and increases the marrow cavity. Our analysis indicates that cortical bone loss in queens is due to the latter explanation: queens had a larger marrow cavity (paired t-test, t = 5.355, df = 8, p=6.82×10^−4^; Figure 3F) but showed no difference in periosteal area compared to their nonbreeding sisters (paired t-test, t = 1.539, df = 8, p=0.162; Figure 3G).

Because changes in cortical bone are thought to reflect accumulated demands over long time frames, we hypothesized that cortical thinning in queens is a consequence of repeated cycles of pregnancy and lactation over time, which can occur simultaneously in Damaraland mole-rat queens. In support of this idea, we found that, within queens, the relative amount of cortical bone is not predicted by the number of pups in a queen’s recent litter (pups born within the past 30 days; β = −0.024, n = 13, p=0.287), but instead by the total number of pups she produced in her lifetime. Specifically, queens who had more live births had reduced cortical bone thickness along the entire shaft of the femur (Figure 4 and Supplementary file 10; across decile sections of the femur: all p<0.05, controlling for mother’s litter as a random effect). Thus, cortical thinning does not commence with the transition to queen status per se (i.e., it is not a correlate of *achieving* breeder status), but instead appears to be a consequence of repeated investment in pregnancy and lactation. Notably, thinning is particularly marked in queens who had at least six offspring, which usually occurs by 14 months after a breeding status transition (i.e., by the third litter; Supplementary file 10). Given that wild Damaraland mole-rat queens can maintain their status for many years (Schmidt et al., 2013), our results suggest that long-lived queens may experience substantial morphological change (although the long lives of wild Damaraland mole-rat queens [Schmidt et al., 2013] suggest these changes must be manageable to some degree, or potentially even recoverable).

**Figure 4.**
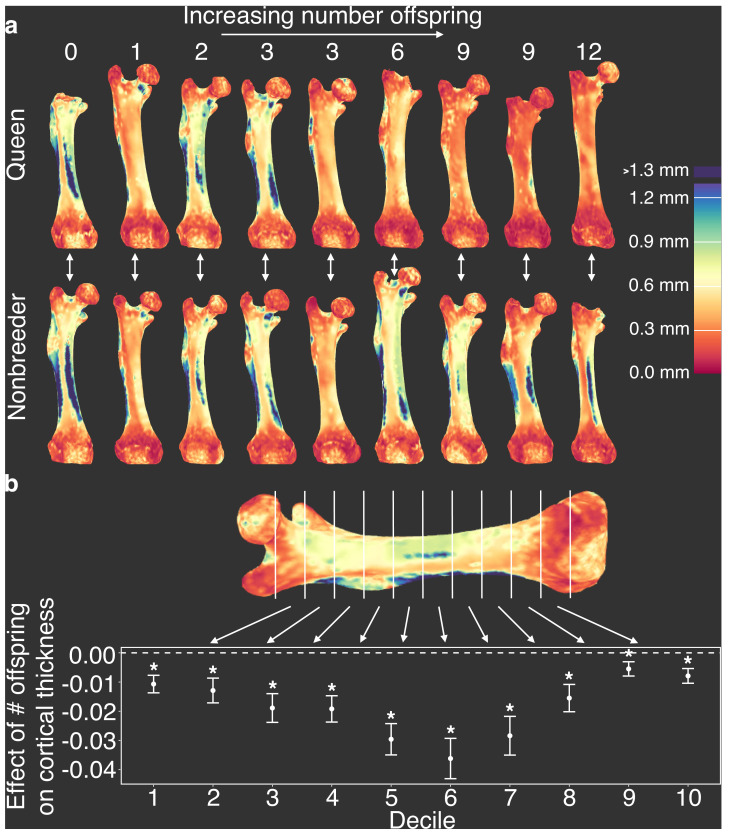
Offspring production in queens leads to cortical thinning across the femoral shaft. (**a**) Queens (top row) relative to their same-aged female nonbreeding littermates (bottom row) present thinner cortical bone across the femur, particularly in females that have many offspring (top right). Number of offspring is indicated above each femur, and vertical arrows indicate littermate pairs. (**b**) Within each decile section across the femoral shaft, number of offspring is negatively correlated with average cortical thickness (linear mixed model with littermate pair as random effect). Full results are presented in Supplementary file 10. Asterisk indicates p<0.05.

### Skeletal remodeling predicts increased risk of femur breakage in queens

In humans, accelerated bone resorption is a central cause of osteoporosis-related bone fragility (Szulc et al., 2006). We therefore hypothesized that cortical thinning in queen mole-rat femurs would be linked to decreased bone strength. To test this hypothesis, we calculated three key indicators of femoral structural integrity: cortical area (CA), the minimum second moment of inertia (I_min_, a correlate of minimum resistance to bending), and polar second moment of area (J, a correlate of torsional rigidity). In nonbreeders, the three measures are positively correlated with body mass (CA: R^2^ = 0.409, n = 21, p=1.08×10^−3^; I_min_: R^2^ = 0.412, n = 21, p=1.03×10^−3^; J: R^2^ = 0.422, n = 21, p=8.62×10^−4^). However, in queens, I_min_ and J are not significantly predicted by body mass (I_min_: R^2^ = 0.088, n = 13, p=0.17; J: R^2^ = 0.239, n = 13, p=0.0514), but are instead a function of number of offspring produced (I_min_: R^2^ = 0.283, p=0.0354; J: R^2^ = 0.271, n = 13, p=0.0393). Queen CA is predicted by both offspring number and body mass, but offspring number explains almost twice the variance (offspring number R^2^ = 0.634, p=6.83×10^−4^; body mass R^2^ = 0.385, p=0.014).

To evaluate the effects of reproductive activity on the risk of bone failure, we drew on data on the relationship between CA and bone mechanical failure in a large data set of mouse femurs (Jepsen et al., 2003). In this data set, CA is the best predictor of maximum load (the maximum force a bone can withstand prior to failure), and, crucially, the CA-max load relationship is highly linear (Figure 5—figure supplement 1; R^2^ = 0.877, p=6.64×10^−38^). Scaling the mole-rat CA data to mouse suggests that transitions to queen significantly increase the risk of bone failure (Figure 5; hazard ratio [95% confidence interval]=2.68 (1.18, 6.08), n = 34, p=0.018). Similar to growth potential and cortical thinning, this effect is driven by highly fertile queens, such that those who had at least six offspring showed the highest predicted risk of bone failure (Figure 5; queens with ≥6 offspring relative to nonbreeders: HR = 3.74 (1.42, 9.82), n = 28, p=0.007). The risk of bone failure is thus predicted to increase by 21% for each additional pup (HR = 1.21 (1.10, 1.33), n = 34, p=1.22×10^−4^).

**Figure 5.**
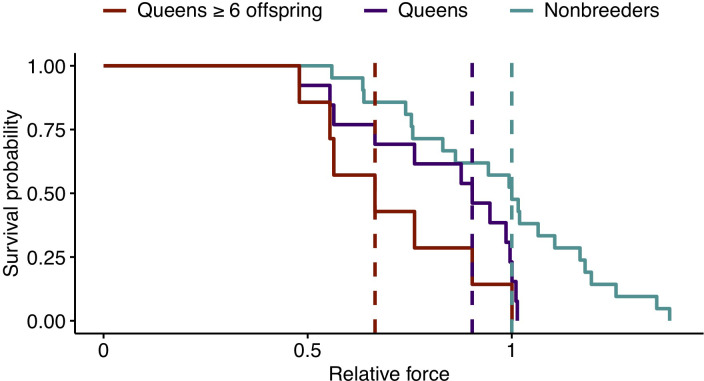
Effect of reproductive status on the probability of bone failure. Survival curves for femurs from nonbreeders versus queens (Wald test, p=0.02, n = 34) and versus queens with ≥6 offspring (Wald test, p=0.006, n = 28), based on predictions from the midshaft cortical area and data from Jepsen et al., 2003. Vertical dashed lines indicate group medians, with the median failure time for nonbreeders fixed at a value of 1.

**Figure 5—figure supplement 1.**
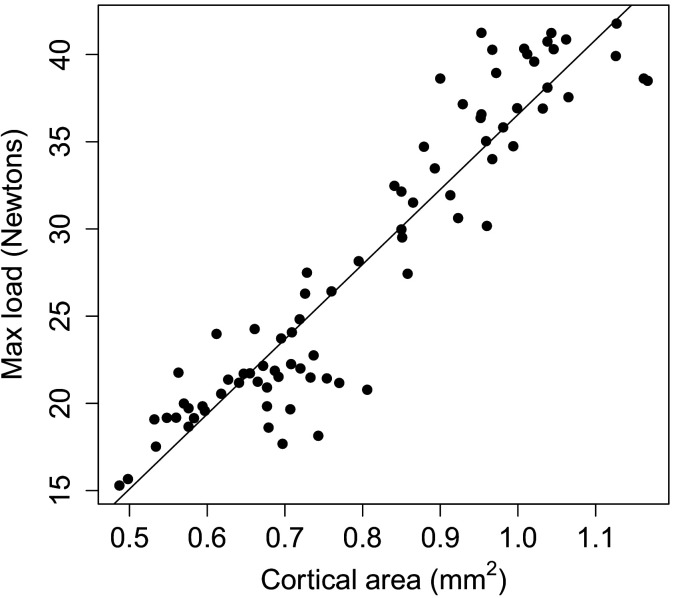
Relationship between max load and cortical area in mouse femurs. Max load shows a highly linear relationship with cortical area across mouse femurs (R^2^ = 0.88, p=6.64×10^−38^). Each dot represents a single mouse femur. Solid line indicates the best fit line. Data are from Jepsen et al., 2003.

## Discussion

Our results demonstrate that transitions to breeding status in Damaraland mole-rat queens lead to a cascade of skeletal changes linked to shifts in gene regulation. The vertebral lengthening observed in Damaraland mole-rat queens is concordant with previous reports of vertebral lengthening in both Damaraland mole-rats (Thorley et al., 2018) and naked mole-rats (O'Riain et al., 2000). Like naked mole-rats, our analyses show that most growth is concentrated soon after the breeding status transition, especially in connection with the first post-transition pregnancies (Dengler-Crish and Catania, 2009; Henry et al., 2007). However, our findings also suggest subtle differences: for instance, while the growth phenotype in naked mole-rats occurs at the cranial end of the LV (Henry et al., 2007), it is concentrated at the caudal end of the vertebral column in Damaraland mole-rats. Given that Damaraland mole-rats and naked mole-rats independently evolved a similar, highly cooperative social structure (Jarvis and Bennett, 1993; Faulkes and Bennett, 2016), this difference suggests potential convergent evolution of the vertebral lengthening phenotype in queens, presumably in response to the selection pressure for increased fertility.

In addition to previously described vertebral growth, we found that queen Damaraland mole-rats lose bone lengthening potential in the long bones and develop thinner femurs that are predicted to be more prone to mechanical failure. Moreover, gene expression levels in queens reflect a signature of bone resorption, rather than bone growth, at the time of sampling, which occurred 1–2 years post-transition. The molecular signature of bone resorption temporally aligns with changes in morphology, in which accelerated vertebral growth primarily occurs during a female’s first pregnancy, whereas cortical thinning in the long bones is a function of repeated cycles of offspring production. Thus, queens quickly progress from traits typically associated with pre-reproductive and pubertal growth in mammals (e.g., body elongation), to traits typically linked to aging (e.g., marrow cavity expansion and cortical thinning).

The complex pattern of bone growth and bone resorption in queens likely involves multiple regulatory mechanisms. Because estrogen is known to impact bone growth and maintenance (Cutler, 1997; Khalid and Krum, 2016), and estrogen levels are higher in mole-rat queens relative to nonbreeding females (Bennett, 1994), we hypothesized that queens and nonbreeders would differ in their response to estradiol in bone marrow-derived cells. Surprisingly, we observed no gene expression response to estradiol treatment. 

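The difference in the response to estradiol was tested in the long bones, where 4 queens and 6 nonbreeders had both treatments, as an interaction in a fit with animal as a block. No gene passed an FDR of 10%. At an unadjusted p under 0.05, 27 genes differed, where uniform p-values would give 552, and the smallest adjusted p from edgeR was 0.945. Other splits of the animals gave a median of 145 genes. PHEX, a gene expressed in osteoblasts and osteocytes, had an interaction log2 fold change of -1.45 (standard error 0.46, adjusted p = 0.945). DESeq2's Wald test called 0 genes at an FDR of 10% and 36 at an unadjusted p under 0.05. The count was 0 in each of the fits that left out an animal. Only 2 queens had both treatments in the LV, and the interaction was not tested there. On simulated counts, the test recovered 1.00% of the genes whose response differed by 1 on the log2 scale and 61.0% of those that differed by 2, so that differences of 1 were mostly not detectable here.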

By itself, this result could be a function of the specific concentration or duration of estradiol treatment we applied. However, we also observed no enrichment for estrogen receptor binding motifs near queen upregulated genes, and no evidence that estrogen or androgen receptor binding sites are differentially bound in cells from queens versus nonbreeders. Thus, our results suggest a role for other, as-yet unknown signaling pathways in the queen-specific signature of long bone cortical resorption (although it does not exclude the possibility that estrogen signaling influences other phenotypes, such as bone elongation, growth plate closure, or collagen organization, which require further study; Juul, 2001; Cake et al., 2005; Ham et al., 2002).

Bone loss in Damaraland mole-rat queens may be an extreme of the typical mammalian pattern of bone remodeling, in which bone mineral density decreases during pregnancy and lactation, but recovers once offspring are weaned (Kovacs, 2016). Thinning in mole-rats may be sustained, however, because queens can begin gestating soon after lactating for the previous litter, leaving little to no time for recovery. One possible reason that this fast rate of breeding is achievable is that queens in colonies with more helpers work less and rest more (Houslay et al., 2020), consistent with studies in other cooperative species that show that helpers alleviate breeding-associated efforts (Bales et al., 2000; Clutton-Brock and Manser, 2016; Crick, 1992; Paquet et al., 2013; Russell, 2003; Scantlebury et al., 2002). Paradoxically, helpers might not only help offset costs of, but also contribute to, decreased bone mass in queens, given that large numbers of helpers are themselves produced via high queen fecundity, and reduced physical activity can also lead to decreases in bone mass (Morseth et al., 2011).

The extent to which helpers reduce the costs of breeding to queens may also differ between species depending on the relative numbers of helpers to breeders. For example, in eusocial insects, large colonies and the high ratio of helpers to queens reduce the costs of reproduction to queens to very low levels (Wilson, 1971; Keller and Genoud, 1997). Similarly, in naked mole-rats (where colonies can include hundreds of animals compared to dozens in Damaraland mole-rat colonies; Jarvis, 1981; Jarvis and Bennett, 1993; Jarvis et al., 1994), a small sample of queens (n = 6) suggests increased rather than decreased femoral cortical thickness relative to age-matched nonbreeders (Pinto et al., 2010). Testing how the costs and benefits of reproduction are resolved across different levels of cooperativity, including the molecular mechanisms that mediate these differences, is an important next step towards understanding the evolution of cooperative breeding in mammals.

Finally, despite frequent analogies between Damaraland mole-rats and eusocial insects (Jarvis and Bennett, 1993; Jarvis et al., 1994; Burda et al., 2000), our results suggest some key points of differences. Specifically, while abdominal lengthening allows queen mole-rats to increase fecundity per reproductive effort, loss of cortical bone in the femur is unlikely to directly benefit either fertility or survival. Instead, it reflects the cumulative burden of continuous cycles of pregnancy and lactation (Kovacs, 2016). Thus, unlike eusocial insect queens (Rodrigues and Flatt, 2016; Rueppell et al., 2016), Damaraland mole-rat queens incur morphological costs to concentrated reproduction in addition to morphological changes that facilitate increased fitness. How these costs translate into fertility or survival outcomes in natural populations remains a fascinating, unanswered question.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Peptide, recombinant protein	Recombinant human fibroblast growth factor-basic	Biocom Africa Biotech (http://www.biocombiotech.com)	Cat # 571504	
Chemical compound, drug	Y-27632 Rock Inhibitor	Cayman Chemical	Cat # 10005583	
Software, algorithm	R Project for Statistical Computing	R Project for Statistical Computing	RRID:SCR_001905	
Software, algorithm	cutadapt	cutadapt	RRID:SCR_011841	
Software, algorithm	HTSeq	HTSeq	RRID:SCR_005514	
Software, algorithm	STAR	STAR	RRID:SCR_004463	
Software, algorithm	LIMMA	LIMMA	RRID:SCR_010943	
Software, algorithm	DESeq	DESeq	RRID:SCR_000154	
Software, algorithm	G:Profiler	G:Profiler	RRID:SCR_006809	
Software, algorithm	GATK	GATK	RRID:SCR_001876	
Software, algorithm	VCFtools	VCFtools	RRID:SCR_001235	
Software, algorithm	BEAGLE	BEAGLE	RRID:SCR_001789	
Software, algorithm	CIBERSORT	CIBERSORT	RRID:SCR_016955	
Software, algorithm	Trim Galore	Trim Galore	RRID:SCR_011847	
Software, algorithm	BWA	BWA	RRID:SCR_010910	
Software, algorithm	MACS	MACS	RRID:SCR_013291	
Software, algorithm	HOMER	HOMER	RRID:SCR_010881	
Software, algorithm	MATLAB	MATLAB	RRID:SCR_001622	
Software, algorithm	ImageJ	ImageJ	RRID:SCR_003070	
Software, algorithm	Avizo 3D Software	Avizo 3D Software	RRID:SCR_014431	
Other	MEM-alpha	Sigma-Aldrich	Cat # M4526	
Other	Hyclone Research Grade Fetal Bovine Serum (FBS), South American (Colombia) origin, IRRADIATED	Separations (South Africa; http://separations.co.za)	SV30160.03IR	

### Study system and experimental design

Damaraland mole-rats (*F. damarensis*) were maintained in a captive colony at the Kuruman River Reserve in the Northern Cape Province of South Africa, within the species’ natural range. With the exception of the predictive Euler characteristic transform analysis (which included two nonbreeding females born in the wild and subsequently maintained in captivity), only animals born in captivity, with known birthdates, ages, and litter composition, were used in this study. Animals were maintained in artificial tunnel systems built from PVC pipes with compartments for a nest-box and waste-box and transparent windows to allow behavioral observation (Zöttl et al., 2016). Animals were fed ad libitum with sweet potatoes and cucumbers.

Adult females (>1 year) from 16 natal colonies were randomly assigned to be either nonbreeders or queens, such that females assigned to queen status had age-matched littermates, where possible, who were assigned to the nonbreeding condition. To distinguish the effects of queen status from release from reproductive suppression, nonbreeders were either maintained in their natal colony as helpers or maintained alone, which models the social condition experienced by dispersing females. Females assigned to the breeder condition were transferred to a new tunnel system with an unrelated male from a separate social group. Nine new breeding females, six helpers, and eight solitaire females (age-matched littermates where possible; Supplementary file 1) were set up in December 2015–July 2016 (Thorley et al., 2018). With one exception (animal G10F026), animals maintained their breeding status for 14–22 months before sample collection. One queen and five helpers that were siblings, but not age-matched littermates, of experimental animals were also included in sample collection. To increase the final sample size, an additional four breeding colonies, matched against four age-matched littermate helpers, were formed in October 2017 and followed for 11–12 months (Supplementary file 1). One queen died before sample collection, and one nonexperimental helper was euthanized during the course of the study and included in sample collection. The final sample size included 13 queens, 15 helpers, and 8 solitaire females.

### X-ray data

For a subset of study subjects, full body X-rays were taken using the Gierth TR 90/20 battery-operated generator unit with portable Leonardo DR Mini plate (OR Technology, Rostock, Germany) every 2 months during the first 12 months of the experiment and at the time of sacrifice. From these X-rays, an experimenter blind to animal breeding status measured the length of each LV (from vertebra 1 to 7), the right femur, the right tibia, body length, and the width of the zygomatic arch using ImageJ (Schneider et al., 2012). The caudal-most LV was labeled as LV7. We tested for an effect of breeding status on LV5 using a linear mixed model in which post-pairing time point, breeding status, and the interaction of time point by breeding status were modeled as fixed effects and animal ID as a random effect.

### Effects of queen body length on fertility

To test the effect of maternal body length on litter size and pup size, we used body length measurements obtained during routine colony monitoring of all queens maintained in the captive colony (i.e., not restricted to experimental animals). Following Thorley et al., 2018, we used body length measurements obtained nearest to, and no more than 90 days from, the date of parturition. The resulting data set included 328 litters (971 pups) from 76 mothers, which represents a 76% increase over an earlier analysis of this relationship in Thorley et al., 2018. We fit two linear mixed effects models. In the first model, we modeled litter size as a function of maternal body length, controlling for whether the litter was the female’s first litter, and included maternal ID as a random effect. In the second model, we modeled pup mass as a function of maternal body length, controlling for litter size and whether the litter was the female’s first litter as fixed effects, and maternal ID and litter ID as random effects.

### Sample collection and cell culture from LV and long bones

Animals were deeply anesthetized with isoflurane and sacrificed with decapitation following USGS National Wildlife Health Center guidelines and under approval from the Animal Ethics Committee of the University of Pretoria. Immediately upon sacrifice, the LV and long bones were dissected, and attached muscle tissue was removed with forceps. LV6 and 7 and the right femur and tibia were collected into 50% ethanol for 24 hr, then transferred to 70% ethanol and stored at 4° C for μCT scans and histochemistry.

To isolate bone cells for culture, LV1–5 were incubated in 2% Collagenase P (Roche, Switzerland) for 30 min at 30° C. Each bone was then cut in half and transferred to a 1.5 ml microcentrifuge tube containing a G-Tube microcentrifuge tube (VWR, Radnor, PA, USA) that had been punctured at the bottom with a 15 gauge needle. Tubes were spun at 3000 RCF for 5 s, allowing the marrow to collect into the 1.5 ml microcentrifuge tube. Cell pellets were resuspended in red blood cell lysis buffer, pooled, and incubated for 3 min at room temperature. 10 ml bMSC medium (MEM-alpha [Sigma-Aldrich, St. Louis, MO, USA] + 15% fetal bovine serum [Hyclone, Logan, UT, USA] + 1% penicillin/streptomycin + 2 ng/ml recombinant human fibroblast growth factor-basic [Biocam, Centurion, Gauteng, South Africa] + 10 nM ROCK inhibitor Y-27632 [RI; Cayman Chemical, Ann Arbor, MI, USA]) was added to stop lysis, and the tubes were spun for 5 min at 300 RCF. The cell pellet was resuspended in 1 ml bMSC medium and strained through a 70 µm cell strainer. Cells were plated at 1.6 × 10^5^ cells per cm^2^. The long bones (excluding right femur and tibia) were processed to enrich for bMSCs following the same procedure, but without incubation in Collagenase P. Cells were cultured at 37°C and 5% CO_2_. 24 hr post plating, plates were carefully washed three times with 1× PBS and supplied with fresh medium to remove nonadherent cells. Once bMSC clusters were visible (2–9 days post plating), plates were fed bMSC medium without RI or fed bMSC medium without RI +10 nM estradiol (E2). 24 hr later, cells were collected into buffer RLT and stored at −80°C. Samples were shipped on dry ice to Duke University for RNA extraction using the Qiagen RNeasy Micro Kit. RNA-Seq libraries were generated using the NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina.

### Gene expression analysis

RNA-Seq libraries were sequenced on an Illumina HiSeq 4000 (100 basepair single-end reads) to a mean coverage of 16.1 ± 3.9 s.d. million reads. Reads were trimmed with *cutadapt* version 2.3 (Martin, 2011) (RRID:SCR_011841; parameters: -q 20 -e 0.2 --times 5 --overlap 2 -a AGATCGGAAGAGC -a ‘T’ --minimum-length=20). Trimmed reads were then mapped to the Damaraland mole-rat v1.0 genome (Fang et al., 2014) (DMR_v1.0) using two pass mapping with STAR (RRID:SCR_004463) (Dobin et al., 2013). Only uniquely mapped reads were retained. HTseq (RRID:SCR_005514) (Anders et al., 2015) was used to quantify read counts mapping to genes (using the v1.0.92 gtf file from Ensembl; we extended the genomic coordinates of the *SERPINE1* gene by 2000 basepairs in both directions due to very high expression directly adjacent to the annotated coordinates). We transformed read counts to transcripts per million (TPM) (Wagner et al., 2012) and retained only genes with TPM ≥2 in at least 25% of samples. We performed voom normalization (RRID:SCR_010943) (Law et al., 2014) on the raw counts using normalization factors produced by the trimmed mean of M-values (TMM) method (Robinson and Oshlack, 2010) in DESeq (RRID:SCR_000154) (Anders and Huber, 2010). We used the *limma* (Smyth, 2005) function *lmFit* to regress out the proportion of uniquely mapped reads in genes (which controls for efficiency of mRNA selection during RNA-Seq library preparation) and animal natal colony (which controls for littermate sets and date of sacrifice) to obtain normalized, batch-corrected gene expression values for downstream analysis. We used the mixed effects model approach in *emmreml* (Akdemir and Okeke, 2015) to estimate, for each gene, the effect of breeding status on gene expression within LV and within long bones using the following model:

$$y_{1}=\;\mu +d_{i}\beta_{1}+b_{i}\beta_{2}+q_{i}\beta_{3}*I\left(b=0\right)+q_{i}\beta_{4}*I\left(b=1\right)+s_{i}\beta_{5}*I\left(b=0\right)+s\beta_{6}*I\left(b=1\right)+Zu+\varepsilon_{i},$$

$$u\sim MVN0,\sigma_{u}^{2}K$$

$$\varepsilon \sim MVN0,\sigma_{e}^{2}$$

where *y* is the vector of gene expression levels for *n* = 47 samples (indexed by *i*); μ is the intercept; *d* is the number of days in culture and *β*_1_ its effect size; *b* is bone type (i.e., long bones or LV) and *β*_2_ its effect size; and *q* is a 0/1 variable representing breeder status and *β*_3_ and *β*_4_ its effect size in long bones and LV, respectively. *I* is an indicator variable for bone type (0 = long bone; 1 = LV). *s* is a 0/1 variable representing whether the cells were cultured with estradiol and *β*_5_ and *β*_6_ are its effect sizes in long bones and LV, respectively. Z is an incidence matrix that maps samples to animal ID to take into account repeated sampling from the same individual, and *u* is a random effect term that controls for relatedness. *K* is an *m* by *m* matrix of pairwise relatedness estimates (derived from the genotype data, described below) between all *m* animals. ε is the residual error, $\sigma_{u}^{2}$ is the genetic variance component, and $\sigma_{e}^{2}$ is the environmental variance component. We also ran an identical model but with an additional fixed effect of solitaire status in long bones and in LV, to test for a difference in gene expression between helpers and solitaires. To control for multiple testing, we calculated the FDR following Storey and Tibshirani, 2003 using an empirical null distribution derived from 100 permutations of each variable of interest.

We used g:profiler (RRID:SCR_006809) (Raudvere et al., 2019) to perform Gene Ontology enrichment analysis of the genes upregulated with queen status in LV and long bones (151 of 171 genes significantly associated with queen status at a 10% FDR). All genes in the original analysis set were used as the background gene set. We set both the minimum size of the functional category and the minimum size of the query/term intersection to 3. Finally, we retained categories that passed a Bonferroni-corrected p-value of 0.05.

### Genotyping to estimate relatedness

To control for relatedness when modeling the gene expression data, we performed single-nucleotide polymorphism (SNP) genotyping of the RNA-Seq data using the Genome Analysis Toolkit (McKenna et al., 2010) (GATK; RRID:SCR_001876). We used the SplitNCigarReads function on the trimmed, uniquely mapped reads and performed GATK indel realignment. Base recalibration was performed by using all SNPs with GQ ≥4 in an initial UnifiedGenotyper run on the full data set as a reference. Genotypes were called on the recalibrated bam files using HaplotypeCaller. Variants were filtered with the following GATK VariantFiltration parameters: QUAL < 100.0, QD < 2.0, MQ < 35, FS > 30, HaplotypeScore > 13, MQRankSum < −12.5, ReadPosRankSum < −8. Variants were further filtered with *vcftools* (RRID:SCR_001235) (Danecek et al., 2011) to only retain biallelic SNPs in Hardy–Weinberg equilibrium (p>0.05) with minor allele frequency ≥ 0.1, minimum mean depth of 5, max missing count of 2, and minimum GQ of 99. Finally, SNPs were thinned to a distance of 10 kb basepairs, resulting in a final data set of 1965 stringently filtered biallelic SNPs. Missing values were imputed using *beagle* (RRID:SCR_001789) (Browning and Browning, 2007), and the resulting vcf file was used to create a kinship matrix using *vcftools* (Danecek et al., 2011). Values of the kinship matrix were confirmed to be higher in known siblings compared to non-siblings (unpaired t-test, t = 27.939, p=2.23×10^−12^; means = 0.513 and −0.097). Two pairs of siblings were found to have different fathers (G1F022 and G1F025; G4F020 and G4F019).

### Cell-type heterogeneity

Although selection for adherent cells from bone marrow enriches for bMSCs, other cell types are also present (Phinney et al., 1999). To assess whether cell-type heterogeneity accounts for queen-associated differential expression, we used CIBERSORT (RRID:SCR_016955) to deconvolve the proportion of component cell types from the RNA-Seq data (Newman et al., 2015). We trained CIBERSORT on a data set of quantile normalized gene expression values from mouse purified primary cell populations (Hume et al., 2010). Specifically, we subset the training data to 27 purified cell populations of mesenchymal or hematopoietic origin (Figure 2—figure supplement 2) and to genes that were included in our mole-rat gene expression data set. We then predicted the composition of the cells that contributed to the mole-rat quantile normalized gene expression data set, for each sample.

To test whether cell-type heterogeneity was significantly explained by queen status, we also modeled cell-type proportion (as summarized by the first principal component of CIBERSORT-estimated proportions for all 27 potential cell types; PC1 explains 50.9% of the overall variation) following the same method used for gene-by-gene expression analysis but with PC1 included as an explanatory variable. We then performed mediation analysis on each of the 171 genes that showed a significant effect of breeding status at FDR < 10%. To do so, we first estimated the indirect effect of breeding status on gene expression through the mediating variable (CIBERSORT PC1). The indirect effect of breeding status through CIBERSORT PC1 was estimated by calculating the difference in the effect of breeding status between two models: one model that did not include the mediator (i.e., *β*_3_ and *β*_4_ from Equation 1) and the same model with the addition of the mediating variable. We performed 1000 iterations of bootstrap resampling to obtain the 95% confidence interval for the indirect effect and considered an indirect effect for a gene significant if the 95% interval did not overlap 0.

### ATAC-seq data and transcription factor binding site analysis

To investigate whether differentially expressed genes were associated with accessible binding motifs for specific transcription factors, we generated Omni-ATAC-seq data to profile regions of open chromatin (Buenrostro et al., 2013; Corces et al., 2017). We performed Omni-ATAC-seq on both LV bMSCs and long bone bMSCs from two female nonbreeding and two queen mole-rats (n = 8 libraries total), following the published protocol (Corces et al., 2017) with the following modifications: 5000 cells were centrifuged at 500 RCF for 5 min at 4°C. The pellet was resuspended in 50 μl transposition mix (25 μl 2× TD buffer, 16.5 μl PBS, 6.75 μl water, 1 μl 10% NP40, 1 μl 10% Tween-20, 1 μl 1% digitonin, and 0.25 μl Tn5 transposase). The reaction was incubated at 37°C for 30 min without mixing, followed by a 1.5× Ampure bead cleanup. Omni-ATAC libraries were sequenced on a NovaSeq 6000 as 100 basepair paired-end reads to a mean coverage (± SD) of 26.9 (± 4.4) million reads (range: 16.8–38.3). Reads were trimmed with Trim Galore! (RRID:SCR_011847) (Krueger, 2015) to remove adapter sequence and low-quality basepairs (Phred score <20; reads ≥25 bp). Read pairs were mapped to the DMR_v1.0 genome using *bwa-mem* (RRID:SCR_010910) (Li and Durbin, 2010) with default settings. Only uniquely mapped reads were retained. The alignment bam files for each treatment (breeding or nonbreeding) were merged, and open chromatin regions were identified using MACS2 v2.1.2 (RRID:SCR_013291) (Zhang et al., 2008) with the following parameters: ‘-nomodel -keep-dup all -q 0.05’. We combined open chromatin peaks with regions in the DMRv1.0 genome that match sequences of vertebrate transcription factor binding site motifs, using motifs defined in the HOMER database (RRID:SCR_010881) (Heinz et al., 2010). We used Fisher’s exact tests (using a p-value threshold of 0.01) to test if TFBMs belonging to the same transcription factor were enriched in open chromatin regions within 2000 bp of the 5′ most transcription start site of queen upregulated genes.

To compare genome-wide signatures of DNA-transcription factor binding for AR, ESR1, and ESR2, we characterized transcription factor footprints in queens and nonbreeders, in both the LV and long bones, using HINT-ATAC from the Regulatory Genomics Toolbox (RGT) with default parameters (Li et al., 2019). We focused on the subset of peak regions called using MACS2 (Zhang et al., 2008). We identified TF footprints by merging reads within each bone type-breeding status combination and calling footprints on the combined data. For each bone type, we then created a meta-footprint set by merging the respective footprint calls across queens and nonbreeders using the *bedtools* function *merge* (Quinlan and Hall, 2010). We identified transcription factor motifs in the *DMR_v1.0* genome that fell within meta-footprints, based on the JASPAR CORE Vertebrates set of curated position frequency matrices (Sandelin et al., 2004). Finally, we tested for differential footprints of AR, ESR1, and ESR2 binding using the RGT *differential* function, using the activity score metric described in Li et al., 2019 and default parameters.

### Micro-CT scans and analysis

We performed μCT scans of LV6, LV7, right femur, and right tibia using a VivaCT 80 scanner (Scanco Medical AG, Brüttisellen, Switzerland) set at 55 kVp and 145 μA, with voxel size 10.4 μm. Trabecular bone was quantified using direct values (i.e., ‘No model’) from the 100 μCT slices below the proximal tibia growth plate, the 100 μCT slices above the distal femur growth plate, and the 100 μCT slices medial to the caudal growth plate of LV6. To obtain midshaft cross-sections of the femur, tibia, and LV6, we first reduced each bone mesh to 100,000 faces using Avizo Lite version 9.7.0. Mesh files from the same bone type were auto-aligned using Auto3dgm (Boyer et al., 2015) in MATLAB (RRID:SCR_001622). Aligned mesh files were then back scaled to their original sizes in MATLAB, and the midshaft cross-section was generated using Rhinoceros version 6. LV6 cross-sections required manual segmentation, which was performed in Adobe Illustrator CC version 23.0.2. The MomentMacro plugin in ImageJ (RRID:SCR_003070) was used to calculate bone area, minimum second moment of inertia, and polar second moment of area.

### Classification of breeding status from bone shape

To predict breeding status from bone shape, we reduced each bone mesh to 100,000 faces using Avizo Lite version 9.7.0 (RRID:SCR_014431). Mesh files from the same bone type were auto-aligned using Auto3dgm (Boyer et al., 2015) in MATLAB. The resulting aligned and scaled mesh files were used as input to perform the unsmooth Euler characteristic transform (ECT) for LV6 and to perform the smooth Euler characteristic transform (SECT) for femurs (Crawford et al., 2016) (as performance was optimized for femurs by including smoothing).

The ECT represents each shape as a two-parameter function of direction and height. We evaluate these functions at a discrete lattice of points, so that each point is represented as a vector. For each bone type, we calculated the Euler characteristic curve in 162 directions distributed approximately uniformly across the shape. For each of the 162 Euler characteristic curves, we ran 100 height parameter evaluations for LV6 and an average of 71 height parameter evaluations for the femur, so that each LV6 (femur) was represented with a vector of length 16,200 (11,423). Using the ECT data, we performed leave-one-out predictions, running each bone type separately, using the linear kernel and c-classification with the support vector machine (SVM) implemented by the R package *e1071* (Dimitriadou et al., 2008). The SVM classifier was equipped with 1:100,000 weighting to balance for the different number of breeders and nonbreeders in the sample. The empirical p-values were estimated for each bone type by running 100 permutations of the queen/nonbreeder labels (Golland et al., 2005).

We note that the ECT does not provide information about specific regions of a shape, but rather is a topological summary statistic that captures the geometric complexity of a shape by quantifying the shape’s number of connected components, voids, and closed loops. This approach avoids the need for landmarks, which may be missing or vulnerable to observer error in some data sets (Crawford et al., 2016). The ECT is amenable to regression models and is therefore useful for testing whether shape significantly predicts the value of an outcome variable (here, breeding status). However, because it does not identify the regions of the shape that contribute most to predictive power, the regions of the LV and femur that most strongly differentiate queens from nonbreeders remain open to further study.

### Histochemistry

For a subset of individuals (Supplementary file 9), the tibia and LV7 were plasticized, sectioned, and stained with Safranin O by the Washington University Musculoskeletal Research Center. The proportion of the tibia proximal growth plate that was fused, and the mean proportion of the LV7 cranial and caudal growth plates that were fused, were measured in ImageJ from Safranin O-stained sections. To quantify growth plate activity, we calculated the number of chondrocyte columns (defined as linear stacks of at least three chondrocytes) controlling for length of open growth plate. For each bone type (tibia and LV7), we ran two models: proportion of growth plate fusion or chondrocyte columns per mm growth plate as the dependent variable, and number of offspring born and age as the independent variables.

### Cortical thickness across the femur

We used Stradview (Treece, 2019; Treece et al., 2010) on dicom images from the μCT scans to measure and visualize, in an automated manner, cortical thickness across the surface of the femur. Bone surface was defined in Stradview by thresholding pixel intensity and contouring the bone at every 14 sections, with the following parameters: resolution = medium, smoothing = standard, strength = very low, contour accuracy = 6. To measure cortical thickness, we used the auto threshold method in Stradview, with line width set to 5, smooth set to 1, and line length set to 3 mm. The smoothed thickness values of each femur were then registered (i.e., mapped) to a single ‘canonical’ femur surface (mole-rat GRF002) using wxRegSurf v18 (http://mi.eng.cam.ac.uk/∼ahg/wxRegSurf/). We sectioned the cortical thickness values into deciles according to location along the length of the femur. The top and bottom deciles were removed because cortical and trabecular bone towards the ends of the femur could not be easily differentiated by the automated method. Deciles were then recreated for the remaining length of the bone (i.e., the central 80%). From each bone decile, we estimated cortical thickness as the mean of all cortical thickness measures within that interval. For each decile across animals, we used a linear mixed model to model cortical thickness as a function of breeding status and number of offspring, with litter pair as a random effect.

### Modeling the probability of bone failure

Previous research on mechanical properties of rodent femurs found that, among several morphological and compositional traits measured in eight morphologically varying mouse strains, CA at the midshaft was the best predictor of maximum load (defined as the greatest force attained prior to bone failure, measured via four-point bending; published Pearson’s *r* = 0.95) (Jepsen et al., 2003). We therefore used CA at the femoral midshaft to predict max load of Damaraland mole-rat femurs. To do so, we first fit a linear model of max load as a function of CA (unadjusted for body weight) using published mouse data (R^2^ = 0.877, n = 81, p=6.64×10^−38^) (Jepsen et al., 2003). We extrapolated from this linear fit to predict max load from CA at the midshaft of Damaraland mole-rat femurs. Predicted max loads were then used as input for Cox proportional hazards models, comparing either all queens to nonbreeders or queens with ≥6 offspring to nonbreeders. Models were fit using the R function *coxph* and were confirmed to meet the proportional hazards assumption using the *cox.zph* function in the R package *survival* (Therneau, 2020). Because max load was not directly measured in the Damaraland mole-rats, we used the Cox proportional hazards models to specifically evaluate the relative hazard of bone failure depending on queen status/number of offspring. We therefore report the results in Figure 5 based on relative force (with the median predicted failure value for nonbreeders set to 1) instead of absolute force in Newtons. We note that the analysis makes an important assumption that the linear relationship between CA and maximum load observed in mice is shared with Damaraland mole-rats. Future mechanical loading tests of mole-rat bones, which were not possible in this study, will therefore be important for validating and refining the present modeling results.

## Data Availability

All RNA sequencing data generated during this study are available in the NCBI Gene Expression Omnibus (series accession GSE152659). ATAC-Seq data are available in the NCBI Sequence Read Archive (BioProject accession number PRJNA649596). μCT data from this study are available on MorphoSource (http://www.morphosource.org, project 1056). All code used for the study are available at copy archived at [https://archive.softwareheritage.org/swh:1:rev:f10ef475fd79fc69aa44496ce8ffac5dc7f5abf9]. The following datasets were generated: JohnstonRAVullioudPThorleyJKirveslahtiHShenLMukherjeeSKarnerCClutton-BrockTTungJ2021Morphological and genomic shifts in mole-rat queens increase fecundity but reduce skeletal integrityNCBI Gene Expression OmnibusGSE15265910.7554/eLife.65760PMC810496833843584 JohnstonRAVullioudPThorleyJKirveslahtiHShenLMukherjeeSKarnerCClutton-BrockTTungJ2021Morphological and genomic shifts in mole-rat queens increase fecundity but reduce skeletal integrityNCBI Sequence Read ArchivePRJNA64959610.7554/eLife.65760PMC810496833843584 JohnstonRAVullioudPThorleyJKirveslahtiHShenLMukherjeeSKarnerCClutton-BrockTTungJ2020Assessment of effects of breeding status on bone morphology of female Damaraland mole-rats (Fukomys damarensis)MorphoSource, project 10561056

How the deposited data were processed for this re-analysis (not part of the article)

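RNA-Seq was performed on 47 cultures of cells enriched for bMSCs from 16 female Damaraland mole-rats of 8 natal colonies. The cells came from pooled long bones (26 libraries) or from LV (21 libraries) and were treated for 24 hr with 10 nM estradiol or with vehicle. The animals were 5 queens, 7 helpers and 4 solitaires, and helpers and solitaires together are the nonbreeders. Condition, bone type and treatment were taken from the sample labels. Natal colony is not a label and was inferred as the part of an animal's name before the letter F.

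The deposited table holds counts per gene. The authors trimmed the reads, aligned them to the assembly DMR_v1.0 with STAR, kept uniquely mapped reads and counted them on Ensembl genes with HTSeq. Normalization, filtering and every model were applied here. All values in the table are whole numbers, as counts are, and no pair of libraries was a copy of another: over the 147 pairs of libraries of the same breeding status, bone type and treatment, chi-squared per degree of freedom was at least 23.7, with a median of 71.8. The paper's text names no strand setting for the counting, so counts of antisense and overlapping genes are uncertain, as are those of near-identical copies. The table names genes by identifier only. Symbols were taken from Supplementary file 4, of which 1594 of the paper's 10817 rows were used, 1316 of them with a symbol. The reference gene table matched 0 identifiers. The authors' estimated cell-type proportions were taken from Supplementary file 5, and the genes under each gene ontology term from Supplementary file 7. ATAC-Seq, histology and the bone measurements were not analysed here.

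The 11047 genes with a CPM of at least 2 in at least 25% of the libraries were tested. The paper applied this rule to TPM. The depth per library was between 5329563 and 16327339 counts. Simulated counts with the same library sizes, in which 200 genes were changed, measured what each comparison can recover. The changed genes were drawn at random and each gene was simulated independently, so genes that vary together between cultures are not represented. For breeding status and for solitaires against helpers, the counts of an animal's libraries were added within a bone type, and natal colony was a block. For estradiol, animals with both treatments were used, and animal was the block. Two-sided tests came from edgeR 4.0.16 (quasi-likelihood, TMM normalization) in R 4.3.3, with Benjamini-Hochberg adjustment and FDR thresholds of 10% and 20%, as in the paper. DESeq2 1.42.0 and limma 3.58.1 (voom, duplicateCorrelation, camera and fry) were used as alternatives and for sets of genes, and matplotlib 3.10.9 for the plots. Levels per animal are log2 CPM with a prior count of 2, and differences between their groups were tested with exact two-sided permutation tests, over all splits of the animals and within sister pairs. Correlations across animals have p-values from 1e+05 resamples. Confidence intervals of shares are 95% Wilson intervals.

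The natal colony pairs the samples, since animals of a colony are taken as sisters. For 2 of these pairs, G1F022 and G1F025, and G4F019 and G4F020, neither with a queen, the paper reports different fathers. After removing group means, the correlation between sisters across genes was between 0.191 and 0.817 in the long bones and between 0.293 and 0.608 in the LV. Between animals of different colonies its median was -0.115 and -0.139. Between the vehicle and the estradiol library of an animal it lay between 0.0422 and 0.906 in the long bones and between -0.0849 and 0.806 in the LV.

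The genes named are those that the paper's text or Figure 2 names and that could be paired with an identifier, genes under the bone resorption and superoxide terms, and, for each comparison in which no gene passed an FDR of 10%, those among the 3 with the smallest p. At most 2 genes without a symbol are named in each direction per comparison. Outside this rule, ENSFDAG00000015391 is named because it passed an FDR of 10%, and LAPTM5 and CORO1A because they were on lists of cell-type markers. ENSFDAG00000017019 is named for the largest fitted change, after its values were seen. Of 139 symbols in 15 marker lists, 8 had an identifier, and no list reached 3 tested genes, so these lists were not tested as sets. The 6 gene ontology terms were tested as sets.

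The alternatives were DESeq2's size factors in edgeR's fit, no filter on low counts, edgeR's filterByExpr, DESeq2's Wald test, fits without the block, vehicle libraries only, 1 limma voom model of all 47 libraries, its FDR from 100 permutations of the labels, nonbreeders only for solitaires against helpers, CPM without TMM factors for single levels, and leaving out each animal in turn. A filter on TPM was not run because gene lengths for the assembly were not given. The voom model had the paper's terms for bone type, breeding status and estradiol, with natal colony as a term in the model, where the paper regressed it out beforehand, and animal as a random effect in place of the relatedness matrix. It held no covariate for days in culture, which the labels do not give, and none for the share of reads in genes, because the table holds no unassigned reads.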

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

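A single value was singled out by its distance from the others of its group, and no test was chosen to explain it after it was seen. In the LV, the level of CTSK was 6.90 log2 CPM in the queen MAF006, while the other 3 queens were between 8.93 and 9.20. The gap was 0.884 of the range of the 4 animals. In all, 54 groups of values were examined this way and 1 stood out, and by chance about 1 in 20 groups does. The LV sample of this queen is a single estradiol library of 6600865 counts, the smallest of the LV estradiol libraries of queens. The level is well above the lowest counts, so depth does not limit it. Estradiol did not move CTSK beyond its error in the LV (log2 fold change 0.17, standard error 0.20). In the long bones of MAF006, CTSK was also the lowest among the queens, at 7.38 log2 CPM, and in the LV of its sister MAF003 it was at 7.52, among the lower nonbreeders. The largest single cell type that the authors estimated in this library was CD8+ T cells, at 28.9%. The osteoblast types together made up 32.0%. Whether another cell mixture or the natal colony lies behind the low value was not tested, and no biological explanation was tested.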

How the results depend on the processing

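The comparisons, their tests, the gene filter and the rule for named genes were fixed before the data were examined, as were all alternatives except the following. Chosen only after the results were seen were the fit in which natal colony was regressed out first, with its FDR from permuted labels, the genes at an FDR of 20% as a set for the correlation and the share, and leaving out the gene with the largest change.

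For queens against nonbreeders in the long bones, where 0 genes passed an FDR of 10% and 960 had an unadjusted p under 0.05, DESeq2's size factors also gave 0 (at an FDR of 20%, 171 against 163). At an FDR of 10% and 20%, no filter on low counts gave 1005 and 1273 genes, filterByExpr 65 and 280, DESeq2's Wald test 391 and 566, the fit without natal colony as a block 1 and 1, and vehicle libraries only 76 and 155. The voom model of all libraries gave 723 and 1086, its FDR from permuted labels 241 and 397, natal colony regressed out first 703 and 1356, and its FDR from permuted labels 475 and 992. Of the 163 genes at an FDR of 20%, 162 were called at 10% by DESeq2, 155 by the voom model, 160 without a filter, 67 with vehicle libraries only and 51 by filterByExpr. With permuted labels, the voom model called at least 1 gene at an FDR of 10% in 87 of 100 permutations in the long bones and 70 of 100 in the LV, so its Benjamini-Hochberg FDR was not calibrated here. With natal colony regressed out first, this happened in 15 and 5 of 100. The fits without a filter on low counts were not tested in this way. Their smallest edgeR adjusted p was 1.04e-56 in the long bones and 7.78e-36 in the LV, so their counts call for caution. Without natal colony as a block, a queen is compared with animals of other colonies as well as with its sister, and only 1 gene passed. Leaving out the block changed no other call except those named below. The cause was not tested.

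For queens in the LV, no filter gave 370 genes at an FDR of 10%, DESeq2 105, the voom model 156, its FDR from permuted labels 36, and natal colony regressed out first with permuted labels 2. For solitaires in the long bones, where 1 gene passed, no filter gave 8, DESeq2 139 and the voom model 63. The count was 0 without the block, with vehicle libraries only and with nonbreeders only, where 234, 530 and 486 genes had an unadjusted p under 0.05. For solitaires in the LV, no filter gave 9, DESeq2 6 and the voom model 5. For estradiol in the long bones, no filter gave 7, DESeq2 5, the voom model 3 and natal colony regressed out first 1. For estradiol in the LV, DESeq2 gave 6 and the voom model 3. For the difference between bone types, DESeq2 gave 3. In the simulated long bone data with a log2 fold change of 1, 33.3% of DESeq2's calls and 10.5% of edgeR's were unchanged genes. Otherwise the cause was not tested.

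The correlation between bone types over all genes (r = 0.73) was 0.47 without the block, 0.48 with vehicle libraries only, 0.85 over the 171 genes with the smallest p and 0.85 over the genes at an FDR of 20%. The share of genes higher in queens among the 171 (95.3%) was 98.8% by DESeq2, 83.0% without the block, 99.4% with vehicle libraries only and 100% by the voom model. Among genes called at an FDR of 10%, 678 were higher and 327 lower without a filter, 358 and 33 by DESeq2, 573 and 150 by the voom model, and 450 and 253 with natal colony regressed out first (725 and 631 at an FDR of 20%). The cause was not tested.

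With each animal left out in turn, queens in the long bones gave 0 to 271 genes at an FDR of 10% and 0 to 427 at 20%. The highest were 271 and 427 without DVF007 and 271 and 426 without DVF008, and at 20% the count was 0 without any 1 of LAF007, LAF008, MAF003, MAF006, NOF007, NOF009, WAF011 and WAF014. Queens in the LV gave 0 to 16 genes at 10% (16 without WEF001 or WEF002). Solitaires gave 0 to 8 in the long bones (8 without WEF001 or WEF002) and 0 to 9 in the LV. The difference between bone types gave 0 to 1092 (1092 without WAF014). Estradiol gave 0 in each of these fits. The correlation was 0.51 to 0.77, and the share of genes higher in queens 89.5% to 99.4%. Leaving out either animal of a pair removes what that pair adds to the queen effect.

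In long bone values, directions reversed for 2 named genes. The level of COL1A1 in the long bones, 0.00122 log2 CPM higher in queens, was at -0.285 with vehicle libraries only. Its log2 fold change of -0.39 was 0.83 without the block and -0.81 to 0.18 with an animal left out (0.18 without MAF003 or MAF006). The log2 fold change of ENG, -0.07, was 0.24 without the block, 0.0074 in the voom model, 0.18 with natal colony regressed out first and -0.37 to 0.11 with an animal left out. Both are within their standard errors of 0. Directions in the LV reversed for 7 named genes, 3 terms and a component. The log2 fold change of CORO1A, 0.28, was -0.25 without the block, -0.27 with vehicle libraries only, -0.13 with natal colony regressed out first and -0.32 to 0.80 with an animal left out. That of COL1A1, 0.20, was -0.044 in the voom model and -0.059 to 0.49 with an animal left out. That of ENG, -0.30, was 0.40 with vehicle libraries only and -0.86 to 0.0070 with an animal left out, and its level, -0.640 in queens, was at 0.928 with vehicle libraries only. That of CTSK, 0.09, was -0.22 to 0.32 with an animal left out. Without the block, ENSFDAG00000005799 fell from 2.11 to -0.30 and ENSFDAG00000019537 from 1.95 to -0.32. With vehicle libraries only, the difference in level was -0.381 for LAPTM5 (0.187 otherwise), -0.318 for cytokine secretion (0.517), -0.557 for chemotaxis (0.0227), -0.461 for leukocyte activation (0.363) and 0.000913 for the first component of cell composition (-0.0757). Over named genes and levels in both bone types, 142 values under alternatives kept their direction and side of the threshold, 28 came past it, 2 fell short of it and 18 reversed. With an animal left out, 213 kept both, 9 came past the threshold and 18 reversed. The cause was not tested. The set tests of the terms kept their calls in the long bones under fry, the estimated correlation, DESeq2's size factors and no block, each by itself. Without the block, camera called 5 of 6 terms in the LV, and with the correlation estimated as well, 3 of 6 in the long bones and 0 in the LV, where the smallest adjusted p was 0.436 and the median log2 fold changes stayed above 0.

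With the depth and the animals of the LV, 89.0% of simulated changes of 2 on the log2 scale were recovered and 38.5% of those of 1, so smaller changes there are not excluded.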

Differences from the paper's values

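For queens against nonbreeders in the long bones, the paper reports 171 genes at an FDR of 10%, and here 0 genes passed, with 960 at an unadjusted p under 0.05. Counts are taken here as close when the larger is at most 1.5 times the smaller. Among the alternatives set before the data were examined, the voom model of all libraries with an FDR from permuted labels came close to the paper's count, with 241 genes. No filter (1005), filterByExpr (65), DESeq2's Wald test (391), vehicle libraries only (76), no natal colony block (1), DESeq2's size factors (0) and the voom model with Benjamini-Hochberg adjustment (723) did not. Leaving out DVF007 or DVF008 gave 271, which is not close by this measure. Natal colony regressed out first, chosen after seeing the values, gave 703, and 475 with permuted labels. At an FDR of 20%, the paper reports 329 genes, and 163 passed here. This gap was closed by filterByExpr (280), by the voom model with permuted labels (397), and without DVF007 (427) or DVF008 (426), and not by the others. In the part of the paper's gene table used here, 18 genes have an FDR under 10%. All 18 had the same sign here, with adjusted p between 0.105 and 0.580 by edgeR. Of them, 18 were called at 10% by the voom model, 12 by its permuted labels, 14 without a filter, 14 by DESeq2's Wald test, 6 by filterByExpr, 6 with vehicle libraries only, and 13 without DVF007 or DVF008. With natal colony regressed out first, chosen after seeing the values, 18 were called, and 17 with its permuted labels.

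For solitaires against helpers in the long bones, the paper reports 0 genes, and 1 gene passed here, with 967 at an unadjusted p under 0.05. The fit without natal colony as a block, vehicle libraries only and nonbreeders only gave 0, as did 14 of the 16 fits that left out an animal, and the other alternatives set before the data were examined did not.

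The paper reports 16.1 M reads per library, with an SD of 3.9 M. Here 9.11 M were counted on genes per library. The first counts sequenced reads and the second uniquely mapped reads on genes, and no alternative changes either.

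The paper's Supplementary file 4 lists a variance where its column name speaks of a standard error, since the listed p-values follow from its square root, and the paper's errors below are these square roots. An effect is taken as close when its sign is the paper's and the gap is within the larger of 2 standard errors, the paper's and that of the fit itself. For ENG in the long bones, the paper's effect is 0.21 (standard error 0.39), and the log2 fold change here was -0.075. It had the paper's sign without the block (0.24), in the voom model (0.01), and with natal colony regressed out first (0.18), which was chosen after seeing the values. It also had it without DVF007 (0.11), DVF008 (0.11), MAF003 (0.06), MAF006 (0.06), WAF011 (0.0033) or WAF014 (0.0033). For CTSK in the LV, the paper's effect is 0.41 (standard error 0.25), against 0.085 here. It was closed without the block (0.43), with vehicle libraries only (0.26), in the voom model (0.45) and with natal colony regressed out first (0.40), the last chosen after seeing the values, and without LAF007 (0.16), LAF008 (0.17), MAF003 (0.32) or MAF006 (0.31). For LAPTM5 in the LV, the paper's effect is 0.35 (standard error 0.50), against 1.29 here, and 0.27, 1.01, 0.47 and 0.15 in those same fits without the block, with vehicle libraries only, in the voom model and with natal colony regressed out first, the last chosen after seeing the values. It was 0.97 without LAF007, 0.98 without LAF008, 0.76 without MAF003, 0.75 without MAF006, 1.11 without WAF011 and 1.10 without WAF014. All of these are close to the paper's effect. For CORO1A in the LV, the paper's effect is -0.22 (standard error 0.39), against 0.28 here. Without the block it was -0.25, with vehicle libraries only -0.27, and with natal colony regressed out first, chosen after seeing the values, -0.13. It was -0.31 without MAF003, -0.32 without MAF006, -0.07 without WAF011 and -0.08 without WAF014. In the voom model it was 0.04. DESeq2's size factors, no filter, filterByExpr, DESeq2's Wald test and the other fits that left out an animal closed none of these 4 gaps, and for ENG vehicle libraries only did not either.

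The paper gives an R2 of 0.75 between bone types overall and does not name the genes behind it. An R2 of 0.75 over 171 genes has a correlation p of 9.44e-53, of the same order as the p that the paper prints. The printed p therefore points to 171 genes and not to all genes tested. Over all genes tested, R2 here was 0.531, and between 0.217 and 0.593 under the alternatives. Over the 171 genes with the smallest p, a reading that the paper does not state in words, it was 0.730. It was 0.732 with DESeq2's size factors and 0.737 without the block. It was 0.715 without G4F019 or G4F020, 0.694 without LAF007 or LAF008, and between 0.549 and 0.680 without any other animal. It was 0.662 without ENSFDAG00000017019, a choice made after seeing the values, and 0.341 with vehicle libraries only. The paper finds no difference in any leading component of cell composition, and here the second component in the long bones differed (exact permutation test, adjusted p = 0.0247 over 6 tests of components). Over the 33 values tested in the long bones its adjusted p was 0.0680, and 0.149 with vehicle libraries only. Within sister pairs, each of the 3 components in the long bones went in 1 direction in 5 of 5 pairs (exact permutation test, adjusted p = 0.125). The paper finds no queen effect in the LV at either threshold, and here the fits without a filter (370 genes at 10%), by DESeq2 (105), by the voom model (156) and by its permuted labels (36) called some. The paper finds no estradiol effect, and here no filter called 7 genes in the long bones, DESeq2 5 and 6 in the long bones and LV, and the voom model 3 in each. For solitaires in the LV, where the paper also finds none, no filter called 9, DESeq2 6 and the voom model 5. The paper describes the genes of its mediation table as those at an FDR of 10%, and of the 47 in the range of the gene table used here, 29 have the paper's FDR between 10% and 20%. Of the 61 identifiers under its gene ontology terms, 37 are in the mediation table.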

Other observations

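The tests of a factor common to the cultures, of the myeloid share and of the shared sign between bone types were chosen before their results were seen. Those of library size, of the highest genes, of ENSFDAG00000017019 and of other splits of the animals were chosen only afterwards, as was the use of an FDR of 20% for the splits.

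Other splits of the animals into groups of the same sizes were compared with the real one, always with as many sister pairs parted. For queens in the long bones, 100 of 1792 splits were drawn. Of these, 4 of 100 gave as many genes at an FDR of 20% as the real split, itself included, 13 of 100 as many at an unadjusted p under 0.05, and 5 of 100 as many at an FDR of 10% by DESeq2's Wald test. The first share is under 0.05, but its threshold was picked after no gene passed 10%, and the other two shares are not under 0.05. With queen labels moved freely between the animals, 7 of 100 permutations gave as many genes at an FDR of 10% as the real labels in the voom model, and 0 of 100 with natal colony regressed out first, a fit chosen after the results were seen. In the LV, 8 of 100 did in the voom model. These permutations do not keep the number of sister pairs parted, so they are no like-for-like comparison with the splits. For queens in the LV, 39 of 100 gave as many at an unadjusted p under 0.05 and 18 of 100 as many by DESeq2. For solitaires in the long bones, 2 of 40 splits gave as many at an unadjusted p under 0.05 and 4 of 40 as many at an FDR of 10%, and in the LV 26 of 60 gave as many at an unadjusted p under 0.05. For estradiol, the labels were exchanged within animals, and 56 of 100 exchanges in the long bones and 51 of 64 in the LV gave as many genes at an unadjusted p under 0.05. For the difference in queen effect between bone types it was 18 of 100, and for the response to estradiol in queens against nonbreeders 86 of 100.

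The genes that passed an FDR of 20% in the long bones were mostly higher in queens, and several technical explanations were weighed. A difference in library size is argued against in the pairs of LAF007, MAF006, NOF009 and WAF014. The genes' level fell with the total among nonbreeders, with a slope between -2.48 and -0.0644, and between -2.89 and 1.42 without the 2 farthest totals. Over both intervals, the totals of queen and sister give a shift of at most 1.23 on the log2 scale in these 4 pairs, while the genes shifted by at least 1.89. For LAF007, whose total was higher than that of its sister by 0.867 on the log2 scale, the slope of all nonbreeders gives a fall. For DVF007, whose total was lower by 1.06, the totals give up to 3.07 and the genes shifted by 0.25, so that library size cannot be told apart in this single pair. A few genes taking most of the counts is argued against as well, since the share of the 10 highest genes allows a shift of at most 0.172 in any pair, below the smallest log2 fold change among the genes, 0.586. What stays open is a factor that varies between cultures whatever the breeding status. Among the 6 nonbreeders of colonies without a sampled queen, the 155 genes higher in queens had a mean pairwise correlation of 0.424. In 1000 random sets of genes of the same level, the median was 0.00822 and the highest 0.0672. The genes therefore rise and fall together between cultures without any queen, as a common factor such as the share of 1 cell type would make them. These animals are 3 sister pairs, so the correlation also holds differences between colonies. It was not computed within colonies, so it does not show that the genes move together between sisters. If they do, a chance difference of that factor in a few pairs could move all of them at once. It may also be that breeding status acts on that factor, an effect that the design names and that was not tested apart from it. The shift between queen and sister was 0.25 for DVF007, 1.89 for LAF007, 2.95 for MAF006, 1.89 for NOF009 and 3.05 for WAF014.

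More cells of the myeloid lineage in queen cultures cannot be told apart from other explanations. The authors' estimated share of myeloid types in the long bones was higher in queens than in their sisters by 0.723 points on average, and higher in 2 of 5 pairs. Taken over the groups, it was lower in queens, at 19.4% ± 9.22 (SD, n = 5) against 22.1% ± 8.70 (SD, n = 11), a difference of -2.76 (exact permutation test without regard to colony, p = 0.569). It was 12.2% in LAF007 against 13.5% in its sister and 28.6% in NOF009 against 29.0%, lower in 2 queens in which the genes were higher by 1.89. These values go against the explanation, but the differences are small beside the spread. In the LV it was higher in 4 of 4. Among the 11 nonbreeders in the long bones, the share went with the mean level of the genes (Pearson's r = 0.80, permutation p = 0.00314, adjusted p = 0.00628 over 2 relations; Spearman's rho = 0.83, permutation p = 0.00291), and without the 2 animals farthest from the median share r was 0.74. Both measures come from the same RNA, so this relation is partly built in. The other relation, with the library total, had r = -0.62 (permutation p = 0.0419, adjusted p = 0.0419) and rho = -0.51 (permutation p = 0.115), and with r = -0.29 without the 2 farthest totals it rests on those animals. LAPTM5 and CORO1A, which are expressed in leukocytes, were on lists of cell-type markers written before the test. In the long bones, LAPTM5 had a log2 fold change of 1.65 (standard error 0.54, edgeR adjusted p = 0.345) and CORO1A of 0.98 (standard error 0.48, adjusted p = 0.615).

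Genes selected in the long bones had the same sign in the LV for 91.2% of genes, computed from the mean differences between queens and sisters. Of the 16 exchanges of labels, 2 gave a share as high, the real one included. Since both bone types come from the same animals, a queen effect in both and a difference between individual animals cannot be told apart with so few pairs.

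ENSFDAG00000017019 had at most 3 counts in any of the queens. In the long bones, 0 of 5 queens and 6 of 11 nonbreeders had more than 3 counts (Fisher's exact test, p = 0.0934), with 2983 at the highest, in NOF007. In the LV, 5 of 10 nonbreeders had more than 3, up to 1937 (Fisher's exact test, p = 0.221). Of the 14 animals with both bone types, 13 were in the same state in both (Fisher's exact test, p = 0.00300), and in 4 of the 8 sister pairs of the long bones the sisters differed. This is consistent with a difference between animals that holds in all cultures of an animal, such as a variant against the reference, and the difference between queens and nonbreeders in this gene could then be one of genotype by chance. A variant was not looked for in reads, and a biological effect of breeding status was not tested apart from it. The part of the paper's gene table used here does not hold this gene.

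In 6 of the 47 libraries, the cell type with the largest estimated proportion was not an osteoblast type. In the queen MAF006 these were its long bone estradiol library (CD8+ T cells, 26.5%), its long bone vehicle library (CD4+ thymocytes, 19.7%) and its LV estradiol library (CD8+ T cells, 28.9%). In the queen NOF009 they were both libraries (CD8+ T cells, 28.5% and 24.1%), and in the nonbreeder G1F025 the long bone vehicle library (common myeloid progenitor, 23.5%). The osteoblast types together made up 15.3%, 24.8% and 32.0% in these libraries of MAF006, in the same order. They made up 30.6% and 33.4% in those of NOF009 and 28.7% in that of G1F025. Among the 6 libraries, they fell below the named type only in the long bone estradiol library of MAF006. MAF006 and NOF009 also had the lowest mean proportions of osteoblast types among the queens in the long bones, 20.0% and 32.0%.

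The paper's effects and the log2 fold changes here correlated across the 1378 genes found in both, with r = 0.91 in the long bones and 0.79 in the LV. Genes are not independent replicates, and both come from the same libraries.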
